# Carcinogen exposure enhances cancer immunogenicity by blocking the development of an immunosuppressive tumor microenvironment

**DOI:** 10.1172/JCI166494

**Published:** 2023-10-16

**Authors:** Mei Huang, Yun Xia, Kaiwen Li, Feng Shao, Zhaoyi Feng, Tiancheng Li, Marjan Azin, Shadmehr Demehri

**Keywords:** Oncology, Cancer immunotherapy, Innate immunity, Macrophages

## Abstract

Carcinogen exposure is strongly associated with enhanced cancer immunogenicity. Increased tumor mutational burden and resulting neoantigen generation have been proposed to link carcinogen exposure and cancer immunogenicity. However, the neoantigen-independent immunological impact of carcinogen exposure on cancer is unknown. Here, we demonstrate that chemical carcinogen-exposed cancer cells fail to establish an immunosuppressive tumor microenvironment (TME), resulting in their T cell–mediated rejection in vivo. A chemical carcinogen-treated breast cancer cell clone that lacked any additional coding region mutations (i.e., neoantigen) was rejected in mice in a T cell–dependent manner. Strikingly, the coinjection of carcinogen- and control-treated cancer cells prevented this rejection, suggesting that the loss of immunosuppressive TME was the dominant cause of rejection. Reduced M-CSF expression by carcinogen-treated cancer cells significantly suppressed tumor-associated macrophages (TAMs) and resulted in the loss of an immunosuppressive TME. Single-cell analysis of human lung cancers revealed a significant reduction in the immunosuppressive TAMs in former smokers compared with individuals who had never smoked. These findings demonstrate that carcinogen exposure impairs the development of an immunosuppressive TME and indicate a novel link between carcinogens and cancer immunogenicity.

## Introduction

The advent of immune checkpoint blockade (ICB) therapy has greatly improved cancer treatment, especially for metastatic melanoma, non-small cell lung cancer and squamous cell carcinoma of the head and neck (1–3). However, many cancer types like breast cancer do not respond to ICB therapy (4). Across 27 cancer types, the objective response rate to PD-1/PD-L1 blockade therapy is positively correlated with tumor mutational burden (TMB) (5). Tumors with high TMB show greater cytotoxic immunity in the tumor parenchyma, denoting them as immunologically “hot” tumors (6). Importantly, cancers with high TMB are caused by exposure to environmental carcinogens (7). Thus, it is critical to determine the mediators of increased cancer immunogenicity by carcinogens and examine their therapeutic utility to improve the response of “cold” tumors to immunotherapy.

The prevailing mechanism linking carcinogen exposure to enhanced cancer immunogenicity posits that high TMB caused by the carcinogen results in an increased neoantigen load thereby generating “hot” tumors responsive to ICB therapy (8). Neoantigens are nonself antigens created by nonsynonymous somatic mutations in tumor cells, which are found to boost tumor-specific T cell response and increase cancer immunogenicity (9). This paradigm provides an explanation for why UV-induced cutaneous melanoma is highly responsive to ICB therapy (10). The response of more than half of all cancers (55%) to ICB therapy can be explained by TMB and putative neoantigen load (5, 11). In addition, the induction of TMB and associated neoantigens on cancer cells by carcinogen exposure has been shown to elicit functional T cell response and increase cancer immunogenicity in both in vivo and in vitro models. For instance, melanoma cell line treated with UV radiation (YUMMER1.7) exhibits higher immunogenicity associated with increased TMB compared with the parental YUMM cell line (12). However, only a subset of cancers with high TMB and neoantigen load show a durable response to immunotherapy (13). In addition, increasing TMB/neoantigen to improve cancer immunogenicity is not a viable therapeutic strategy due to the detrimental cell-autonomous impacts of increased TMB on cancer progression and metastasis. Thus, it is essential to determine the full immunological impact of carcinogen exposure on cancer cells to uncover potential pathways that are suitable for therapeutic intervention.

Herein, we investigated the immunological impact of chemical carcinogens on mouse breast and lung cancer cell lines, which consistently enhanced their immunogenicity. Strikingly, the most immunogenic carcinogen-treated cell line did not show any gain of somatic mutations. Careful examination of this carcinogen-treated cell clone and its vehicle-treated counterpart revealed that enhanced immunogenicity was not driven by the gain of an immunogenic factor. Instead, it was mediated by the loss of the immunosuppressive tumor microenvironment (TME), due, in part, to markedly reduced M-CSF expression by carcinogen-treated cancer cells. Accordingly, tumor-associated macrophages (TAMs) in tumors generated from carcinogen-treated cancer cells exhibited antitumor properties, while TAMs in the tumors generated from vehicle-treated cancer cells had a classical immunosuppressive phenotype. Importantly, the carcinogen-induced TAM population dominated the lung cancers of smokers, who are known to be more responsive to ICB therapy (14). Our findings reveal a neoantigen-independent impact of carcinogens on cancer immunogenicity through the modulation of TAMs, which we believe can be therapeutically utilized to improve cancer immunotherapy.

## Results

### Carcinogen exposure increases cancer cell immunogenicity.

To investigate the impact of carcinogen exposure on cancer cell immunogenicity, we treated MMTV-PyMt^tg^ (PyMt) breast cancer cell line (15) with 7,12-Dimethylbenz[a]anthracene (DMBA) carcinogen or DMSO as a vehicle control. After 3 treatment cycles, single cells were sorted and expanding clones were selected (Figure 1A). 6 pairs of DMBA- and DMSO-treated clones were compared for their proliferation rate in vitro (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI166494DS1). Among them, PyMt-DMBA3 clone 4 (DMBA3-4) and PyMt-DMSO clone 1 (DMSO3-1) showed a similar proliferation rate in vitro and were selected for follow-up in vivo studies (Figure 1A and Supplemental Figure 1B). We injected 100,000 DMBA3-4 and DMSO3-1 cells s.c. into the inguinal mammary fat pad of syngeneic WT C57BL/6 mice and monitored tumor growth over time. DMBA3-4 cells did not form any tumors in immunocompetent mice while DMSO3-1 cells generated tumors that reached terminal size by 44 days after injection (Figure 1, B–D). Injection of 250,000 and 500,000 DMBA3-4 cells also did not result in any tumor formation in immunocompetent mice (Supplemental Figure 1C). Importantly, 100,000 DMBA3-4 cells injected into T and B cell-deficient *Rag1^–/–^* (Rag1^KO^) mice formed tumors that grew at the same rate as DMSO3-1 cells (Figure 1, E and F). In addition, DMBA3-4 cells formed tumors in WT mice upon CD8^+^ T cell depletion but not CD4^+^ T cell depletion alone (Figure 1G). DMBA3-4 tumor growth was further accelerated in WT mice that underwent CD8^+^ T plus CD4^+^ T cell depletion (Figure 1G). In a metastasis model, i.v. injection of DMBA3-4 cells did not result in any tumor foci in the lung, while DMSO3-1 cells formed multiple tumor foci in the lung of immunocompetent WT mice (Figure 1, H and I). Collectively, these findings demonstrate that DMBA3-4 cells are rejected by T cells in vivo. Thus, history of DMBA exposure highly increases breast cancer cell immunogenicity.

Next, we examined whether a similar effect can be observed in other breast cancer cell lines and in exposure to other chemical carcinogens. We treated the 4T1 breast cancer cell line with DMBA versus DMSO and generated single cell clones (Supplemental Figure 1D). 4T1-DMBA6-3 cells showed limited tumor growth in syngeneic immunocompetent WT BALB/c mice compared with 4T1-DMSO6-1 control cells (Supplemental Figure 1E). Using benzo[a]pyrene (BaP) carcinogen, we generated BaP-4 and DMSO-1 PyMt cell clones following the same procedure described for DMBA/DMSO-treated PyMt clones above (Supplemental Figure 1F). Although BaP-4 tumors initially grew to a palpable size, they were completely rejected in WT C57BL/6 mice by 50 days after injection (Figure 1J). In contrast, BaP-4 cells formed large tumors in CD8^+^ T and CD4^+^ T cell–depleted WT mice (Figure 1K). Vehicle-treated DMSO3-1 and DMSO-1 PyMt cell clones formed tumors in WT mice with growth kinetics comparable to parental PyMt cells (Supplemental Figure 1G). Thus, chemical carcinogen-induced enhancement of cancer cell immunogenicity is a reproducible phenomenon.

### Carcinogen-induced cancer cell immunogenicity is not dependent on increased neoantigen load.

The whole exome sequencing (WES) of DMBA3-4 and BaP-4 cells compared with their DMSO-treated controls revealed 237 and 470 mutations, respectively (Supplemental Tables 1 and 2). These mutations mostly covered 3′UTR, 5′UTR, intronic, and noncoding RNA regions of the genome (Supplemental Tables 1 and 2). Surprisingly, the most immunogenic, DMBA3-4 cells lacked missense single nucleotide variants (SNVs) compared with DMSO3-1 cells (Supplemental Table 1). This finding suggests that the high immunogenicity of DMBA3-4 cells cannot be attributed to an increased missense mutation-derived neoantigen load. As predicted from the mutational impact of DMBA and BaP on DNA (16, 17), most of the mutations in DMBA3-4 and BaP-4 cells were single-base C→A transversion (Supplemental Figure 2, A and B). Apart from missense SNVs, chemical carcinogens induced insertion-deletion (InDel) mutations and other translocations/fusions, which may produce immunogenic neoantigens in DMBA3-4 and BaP-4 cells (Supplemental Tables 1 and 2) (18, 19). To examine the role of tumor-specific T cell immunity in the rejection of DMBA3-4 cells experimentally, we injected WT mice that rejected DMBA3-4 cells (i.e., immune mice) with DMSO3-1 cells lacking any neoantigens. The immune mice rejected DMSO3-1, indicating that neoantigen-specific T cells were not required for the rejection phenotype (Figure 2A). However, the immune mice were not able to control the tumor growth of melanoma cells that lacked shared tumor-associated antigens (Figure 2B). The DMBA3-4 and DMSO3-1 cell lines were derived from PyMt cells, which express mouse polyomavirus middle T antigen (MT). Considering that MT can serve as a bona fide antigen, we further investigated whether T cell immunity against DMBA3-4 targets this tumor-associated antigen. A melanoma cell line expressing MT antigen (melanoma-MT) was injected into DMBA-4 immune versus naive WT mice. Notably, the melanoma-MT cells were rejected in DMBA3-4–immune mice while forming tumors in naive mice (Figure 2C). These findings demonstrate that the main immunogenic effect of DMBA in DMBA3-4 is not mediated through neoantigen generation.

To determine the mechanism that activated antitumor T cell immunity against DMBA3-4 cells, we investigated whether the loss of antigen presenting cells (APCs) or the deletion of major innate immune factors implicated in antitumor immunity could block the rejection of DMBA3-4 cells. DMBA3-4 tumor rejection persisted in *Batf3^–/–^* (Batf3^KO^) mice and CD11c^+^ dendritic cell–depleted (DC-depleted) animals (Figure 2, D and E). Macrophage depletion accelerated DMBA3-4 tumor rejection (Supplemental Figure 2C). These findings suggest a redundant function of several APC types to induce T cell immunity against immunogenic DMBA3-4 cells. Next, we examined the role of IFN-γ, NKG2D, STING, type I interferons, Toll-like receptors signaling, and natural killer cells in DMBA3-4 tumor rejection. DMBA3-4 tumor rejection persisted in *Ifng^–/–^* (Ifng^KO^); *Klrk1^–/–^* (Klrk1^KO^); *Sting^–/–^* (Sting^KO^); *Ifnar1^–/–^* (Ifnar1^KO^); *Ticam1^–/–^,Myd88^–/–^* (Ticam1^KO^ Myd88^KO^); and *Ncr1^iCre^,ROSA^DTR^* mice (Figure 2F and Supplemental Figure 2D).

To further evaluate the gain of an immunogenic factor as the cause of carcinogen-exposed cancer cell rejection, we examined the expression of luciferase and mCherry proteins in the cell clones derived from PyMt cells. Single cell selection may lead to differential expression of reporter genes and thus induce differential immunogenicity. DMBA3-4 cells exhibited higher luciferase enzyme activity compared with DMSO3-1 cells; however, BaP-4 cells displayed lower luciferase activity compared with DMSO-1 control cells (Supplemental Figure 3A). Although DMBA3-4 cells had higher mCherry expression compared with DMSO3-1 cells (Supplemental Figure 3B), mCherry overexpression in DMSO3-1 cells (using Lenti-mCherry infection) did not have any impact on DMSO3-1 tumor growth kinetics (Supplemental Figure 3, B and C). These data exclude the possibility that mCherry protein levels mediated the immunogenicity of DMBA3-4 cells. Collectively, these findings indicate that carcinogen-induced cancer immunogenicity may not be driven by the gain of an immunogenic factor.

### Loss of an immunosuppressive TME explains carcinogen-induced cancer immunogenicity.

To investigate whether an immunogenic factor released by DMBA3-4 tumors could lead to the rejection of concurrently developing DMSO3-1 tumors, we coinjected WT mice with DMBA3-4 (left side) and DMSO3-1 cells (right side) (Figure 3A). 100,000 DMBA3-4 cells were rejected while 100,000 DMSO3-1 cells injected contralaterally formed large tumors, as they did in naive WT mice (Figure 3B). To determine whether increasing the ratio of DMBA3-4:DMSO3-1 from 1:1 to 10:1 could increase the likelihood of DMSO3-1 tumor rejection, we coinjected WT mice with 500,000 DMBA3-4 (left side) and 50,000 DMSO3-1 cells (right side). Surprisingly, instead of finding any DMSO3-1 tumor rejection, we discovered that 1 out of 5 DMBA3-4 tumors grew in the WT mice (Figure 3, C and D). This unexpected finding suggested that the presence of DMSO3-1 tumor blocked the rejection of DMBA3-4 tumor in the same mouse. To further examine this concept, we injected WT mice with a mixture of DMBA3-4 + DMSO3-1 cell delivered to the same site. The 50,000 + 50,000 and 450,000 + 50,000 mixtures of DMBA3-4 plus DMSO3-1 cells resulted in consistent tumor formation in WT mice, which grew larger than 50,000 DMSO3-1 cells alone (Figure 3, E and F). Notably, there were no significant differences in the number of CD3^+^ T, CD4^+^ T, and CD8^+^ T cells infiltrating the DMBA3-4 tumor that grew on the contralateral side of DMSO3-1 tumor, DMBA3-4 + DMSO3-1 tumors, and DMSO3-1 tumors (Supplemental Figure 4). These findings indicate that an immunosuppressive environment established by DMSO3-1 cells locally and systemically prevented the rejection of DMBA3-4 cells in WT mice. Thus, the immunogenicity of DMBA3-4 cells is likely driven by the loss of their ability to establish an immunosuppressive TME rather than the gain of an immunogenic factor.

### Carcinogen-exposed cancer cells reprogram immunosuppressive tumor-associated macrophages.

To determine which immunosuppressive cell types were reduced in DMBA3-4 tumors, we compared DMBA3-4 and DMSO3-1 tumors that developed in Rag1^KO^ mice. Flow analysis of tumor-derived CD45^+^ leukocytes demonstrated a significant reduction in the frequency of F4/80^+^ and CD11b^+^F4/80^+^ TAMs in DMBA3-4 compared with DMSO3-1 tumors (Figure 4, A–C). Furthermore, TAMs in DMBA3-4 tumors showed lower mean fluorescence intensity (MFI) of CD11b expression compared with TAMs in DMSO3-1 tumors (Figure 4D). Consistently, tissue immunostaining showed fewer CD11b^hi^ TAMs in DMBA3-4 compared with DMSO3-1 TME (Figure 4, E and F). Although the frequency of granulocytes did not differ in DMBA3-4 and DMSO3-1 TME (Supplemental Figure 5, A and B), CD11b MFI was reduced in DMBA3-4 tumor-derived granulocytes (Supplemental Figure 5, C and D).

Further macrophage characterization demonstrated that DMBA3-4 TAMs expressed lower Arginase1 (M2 macrophage marker) but higher CD86 and MHCII (M1 macrophage markers) compared with DMSO3-1 TAMs (Figure 4, G–J). Indeed, the depletion of macrophages in DMSO3-1 tumors suppressed their growth in WT mice, indicating the immunosuppressive nature of TAMs in DMSO3-1 TME (Figure 4K). To further determine the nature of carcinogen-induced TAMs, we compared the transcriptional profiles of DMBA3-4 and DMSO3-1 TAMs from tumors that developed in Rag1^KO^ mice. 

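RNA was sequenced from TAMs of DMBA3-4 and DMSO3-1 tumors grown in Rag1KO mice, which lack T and B cells. DMBA3-4 is a single-cell clone of a PyMt mammary tumor line exposed to 20 µmol/L DMBA in 3 cycles of 24 hours, and DMSO3-1 is a clone of the vehicle-treated line. For each tumor, 100000 cells were injected near the inguinal mammary fat pad, and cells positive for CD45, CD11b and F4/80 were sorted. There were 6 libraries in each group. Neither the sample labels nor the paper's text says that each library came from a separate mouse, so the p-values measure only the spread between these libraries, which may be technical. The paper's methods describe lysis in TCL buffer followed by SmartSeq2, while the sample labels describe purification of RNA on columns and another library kit.

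The authors deposited a table of whole-number counts per gene and a table of their own comparison. The count table holds 55202 genes. Total counts were 3040452 to 4632817 per library (median 3894211) in the 6 libraries labelled DMBA3-4 TAM and 2752005 to 3978901 (median 3412861) in the 6 libraries labelled DMSO3-1 TAM. The authors' deposited table gives a mean normalized count, a log2 fold change, a standard error and p-values for 37140 named genes, of which 18802 have an adjusted p. It has no value per library, and the samples listed beside it carry other names than the columns of the count table.

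Macrophage transcripts were nearly absent from the count table. Lyz2, the macrophage lysozyme, had 7 to 67 counts per library, Csf1r, the receptor for M-CSF, had 2 to 19, and Ptprc, which encodes CD45, had 0 to 7. Itgam (CD11b) and Adgre1 (F4/80), the genes of the sorted surface proteins, each had 0 to 3 counts. The 20 macrophage core genes together held 0.0107% to 0.0162% of counts in the libraries labelled DMBA3-4 TAM and 0.00837% to 0.0129% in those labelled DMSO3-1 TAM (6 libraries each), against 7.39% of the mean normalized counts in the authors' deposited table. Fibroblast genes, which encode collagens and other matrix proteins, held 0.630% to 0.835% of the count table and 0.00847% of the authors' deposited table. Keratins 8 and 18, filament proteins of epithelium, held 0.152% to 0.215% in the libraries labelled DMBA3-4 TAM and 0.0995% to 0.173% in those labelled DMSO3-1 TAM. Values from the count table are therefore given for the libraries as labelled, and values for TAMs as the authors' deposited table gives them.

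**Figure D1:**
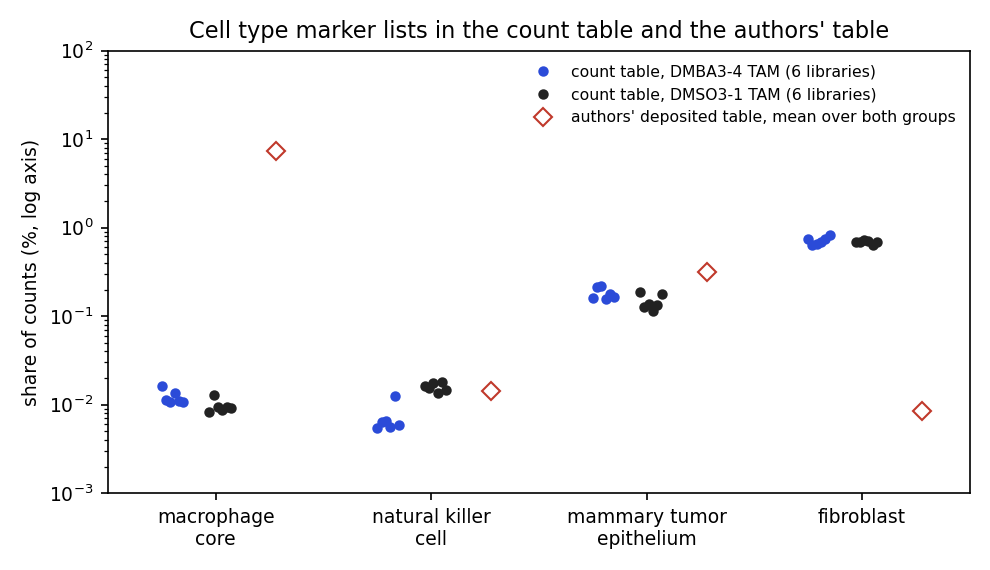
Share of counts (%, log axis) held by 4 lists of cell type markers, as 1 point for each of the 12 libraries of the count table and 1 diamond for the authors' deposited table. The macrophage core list lies at 0.00837% to 0.0162% in the libraries and at 7.39% in the authors' deposited table, where Trf alone holds 0.279% of the 0.312% of the epithelium list.

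Between the groups, 6918 of 11511 tested genes changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3445 of them higher and 3473 lower in the libraries labelled DMBA3-4 TAM. The groups did not overlap for 3704 of the 11511 tested genes (32.2%), where chance gives 0.216%. The biological coefficient of variation was 23.3%. Mitochondrially encoded genes were higher for 9 of 11 in the libraries labelled DMBA3-4 TAM (10 adjusted over the list alone; camera, adjusted p = 0.00609, and adjusted p = 0.560 with an estimated correlation), and without DMSO3-1 replicates 2 to 5, a choice made after seeing the data, 2 of 12 were (none adjusted over the list alone). All mitochondrial transcripts together held 2.89% ± 0.541 of counts against 3.39% ± 0.707 (SD, n = 6 each; exact permutation p = 0.193, 0.289 after adjustment), and the ribosomal RNA mt-Rnr2 was lower, at a log2 fold change of -1.89 (adjusted p = 2.05e-06 from edgeR). The first principal component held 72.4% of the variance and separated the groups, and DMBA3-4 replicate 5 lay at 32.4 on it, against 47.4 to 70.1 for the other 5 libraries of its group. DMSO3-1 replicates 1 and 6 lay at -40.7 and -41.1 on it, against -69.3 to -62.0 for the other 4, and at 35.5 and 36.9 on the second component, against -23.8 to 5.33. By choices made after seeing the data, 7544 genes changed without these 2 libraries and 4605 without DMSO3-1 replicates 2 to 5. With the natural killer cell list as a covariate, 3268 genes changed. Of the 30 genes of this list, 2 had enough counts to be tested. Its share of counts did not overlap between the groups, at 0.00548% to 0.0124% in the libraries labelled DMBA3-4 TAM and 0.0137% to 0.0180% in those labelled DMSO3-1 TAM. The covariate therefore takes up part of the group difference, and the count cannot be read as an effect of natural killer cells.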

The proinflammatory genes represented by *Cxcl9, Cxcl10, Cxcl11, Prf1,* and *Gzmb* were found to be significantly enriched in DMBA3-4 TAMs, while classical M2 genes represented by *Arg1, Nt5e, Tgm2,* and *Il4i1* were significantly downregulated in DMBA3-4 compared with DMSO3-1 TAMs (Figure 4L). 

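Of the genes named for DMBA3-4 TAMs, the authors' deposited table has all 5 proinflammatory genes higher and all 4 M2 genes lower, also when adjusted over the list alone. The authors' deposited table gives log2 fold changes of 7.44 (standard error 0.88) for Cxcl9, 4.79 (0.17) for Cxcl10 and 6.08 (0.91) for Cxcl11, chemokines that attract T and natural killer cells. Prf1, which encodes perforin, and Gzmb, a protease of cytotoxic granules, stood at 6.90 (0.88) and 6.91 (0.90) in the authors' deposited table. Their mean normalized counts were low, at 17.15 and 23.93, as were those of Cxcl9 and Cxcl11, at 24.76 and 9.722, against 577.9 for Cxcl10. Arg1, which encodes arginase 1, was at -4.87 (0.16) and Nt5e, which encodes the adenosine-producing enzyme CD73, at -4.49 (0.18) in the authors' deposited table. Tgm2, a transglutaminase, was at -1.74 (0.14) and Il4i1, an amino acid oxidase, at -3.68 (1.20) in the authors' deposited table, at mean normalized counts of 1303 and 2.14. The adjusted p-values of the 9 genes in the authors' deposited table ran from 8.66e-191 for Arg1 to 0.00709 for Il4i1. The paper chose these genes on this experiment, so their counts are not independent evidence of a direction.

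Genes of natural killer cells, which also make perforin and granzyme B, were higher beside Prf1 and Gzmb in the authors' deposited table. It has 24 of 29 genes of that list higher and none lower (24 adjusted over the list alone), with a median log2 fold change of 5.03 (cameraPR on the authors' statistics, adjusted p = 4.89e-09). The median of their mean normalized counts was low, at 7.45. In the authors' deposited table Klrk1, which encodes the activating receptor NKG2D, was at 8.31 and Nkg7, a protein of cytotoxic granules, at 8.43, while Il18rap was at -0.02 (adjusted p = 0.969).

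In the count table, Cxcl10 reached 172 ± 52.2 CPM (SD, n = 6) in the libraries labelled DMBA3-4 TAM and 6.15 ± 2.89 CPM (SD, n = 6) in those labelled DMSO3-1 TAM. This is a log2 fold change of 4.81 (standard error 0.30, adjusted p = 9.71e-09 from edgeR). The exact permutation test of Cxcl10 gave p = 0.00216, the smallest it can give, and 0.0195 after adjustment over the 9 genes. Tgm2 was at 173 ± 31.5 CPM against 242 ± 49.4 CPM (SD, n = 6 each), a log2 fold change of -0.48 (standard error 0.15, adjusted p = 0.0117 from edgeR), and its two-sided exact permutation p of 0.0411 became 0.123 after adjustment. Without DMSO3-1 replicates 1 and 6, a choice made after seeing the data, the adjusted p of Tgm2 from edgeR was 0.0561. Nt5e was at 116 ± 23.1 CPM against 114 ± 21.6 CPM (SD, n = 6 each), a log2 fold change of 0.02 (standard error 0.15, adjusted p = 0.911 from edgeR). The other genes had too few counts for edgeR. Per library, in DMBA3-4 TAM and DMSO3-1 TAM in turn, Cxcl9 had 0 to 4 and 0 to 1 counts, Cxcl11 0 to 9 and 0, Prf1 0 to 2 and 0 to 1, Arg1 1 to 6 and 1 to 11, and Il4i1 3 to 8 and 0 to 7. Gzmb had 0 counts in all 12 libraries. In a single library 0 counts allow an expected count of up to 3, and 0 in all 12 allow less per library. The exact permutation p-values were 0.106 for Cxcl9, 0.0152 for Cxcl11, 0.727 for Prf1, 0.154 for Arg1 and 0.853 for Il4i1, and none passed after adjustment (0.0682 for Cxcl11).

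**Figure D2:**
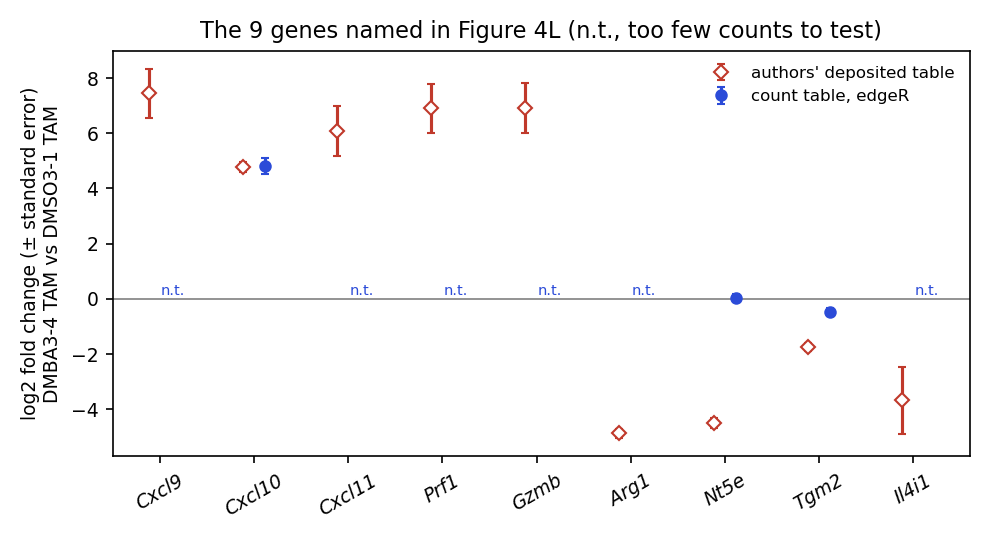
Log2 fold change of DMBA3-4 TAM against DMSO3-1 TAM, with its standard error, for 9 genes in the authors' deposited table (diamonds) and in the count table by edgeR (circles, n = 6 libraries per group). Cxcl10 lies at 4.79 and 4.81, Nt5e at -4.49 and 0.02 and Tgm2 at -1.74 and -0.48, and n.t. marks the genes with too few counts to test.

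The 3 chemokine genes lie side by side on the minus strand of chromosome 5 of GRCm38, Cxcl9 from 92321347 to 92328079, Cxcl10 from 92346638 to 92348889 and Cxcl11 from 92359544 to 92365485. Cxcl11 is annotated as a polymorphic pseudogene and the other 8 genes as protein coding. On chromosome 10 lie Prf1, from 61297833 to 61304680, and Arg1, from 24915221 to 24927484. Gzmb lies on chromosome 14 from 56258838 to 56262260, Nt5e on chromosome 9 from 88327197 to 88372092, Tgm2 on chromosome 2 from 158116402 to 158146436 and Il4i1 on chromosome 7 from 44816387 to 44840809.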

Gene set enrichment analysis (GSEA) further demonstrated that antigen processing and presentation, phagosome, cytotoxicity, and toll-like receptor signaling pathways were enriched in DMBA3-4 compared with DMSO3-1 TAMs (Supplemental Figure 5E). Thus, compared to classical immunosuppressive TAMs found in breast tumors, TAMs in carcinogen-exposed tumors exhibit heightened antitumor properties.

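Genes of MHC class I presentation were higher in both tables. The authors' deposited table has 19 of 24 of them higher and 3 lower in DMBA3-4 TAMs (19 and 3 adjusted over the list alone), with a median log2 fold change of 1.84 (cameraPR, adjusted p = 1.1e-32). Tap1, a subunit of the peptide transporter, was at 2.67 and the class I heavy chain H2-K1 at 1.88 in the authors' deposited table. In the count table, where macrophage transcripts were nearly absent, 19 of 21 were higher in the libraries labelled DMBA3-4 TAM and none was lower (19 adjusted over the list alone), with a median of 1.47 (camera, adjusted p = 1.24e-10, and adjusted p = 0.129 with an estimated correlation). There Psmb8, an immunoproteasome subunit, was at 177 ± 38.5 CPM against 4.90 ± 1.54 CPM (SD, n = 6 each), a log2 fold change of 5.15 (standard error 0.21, adjusted p = 3.06e-11 from edgeR).

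Of 16 genes of MHC class II presentation, the authors' deposited table has 9 higher and 2 lower (10 and 2 adjusted over the list alone), with a median of 0.52 (cameraPR, adjusted p = 0.0130 at a correlation of 0.01, 0.0527 at 0.05 and 0.0505 with fgsea). The class II chains H2-Aa, H2-Ab1 and H2-Eb1 were at 0.92, 1.19 and 1.29 in the authors' deposited table. Among the libraries' counts, 3 of 5 tested genes were higher and 1 was lower (4 and 1 adjusted over the list alone; camera, adjusted p = 0.285), and 2 of 5 were higher and 1 lower without DMBA3-4 replicate 5 (2 and 1 adjusted over the list alone). H2-Ab1 had 3 to 14 counts per library against 0 to 2.

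Phagosome genes went both ways. The authors' deposited table has 23 of 72 higher and 22 lower (25 and 24 adjusted over the list alone), with a median of 0.13 (cameraPR, adjusted p = 0.313). The count table has 18 of 48 higher and 11 lower, the same numbers adjusted over the list alone, with a median of 0.19 (camera, adjusted p = 0.203). Without DMSO3-1 replicates 2 to 5, a choice made after seeing the data, 15 of 50 were higher and 5 lower (15 and 6 adjusted over the list alone), with a median of -0.02.

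Cytotoxicity genes were mostly higher in the authors' deposited table, 35 of 57 against 8 lower (36 and 9 adjusted over the list alone), with a median of 1.41 (cameraPR, adjusted p = 1.03e-06). Of the 30 natural killer cell genes, 14 are also in this list. The Fc receptor genes Fcer1g and Fcgr4 were at 1.41 and 2.64 in the authors' deposited table. The count table has 4 of 16 higher and 8 lower, the same numbers adjusted over the list alone, with a median of -0.25 (camera, adjusted p = 0.403). Nfatc2, a transcription factor of lymphocyte activation, was there at 4.83 ± 2.56 CPM against 58.9 ± 15.9 CPM (SD, n = 6 each). Without DMSO3-1 replicates 1 and 6, a choice made after seeing the data, 5 of 17 were higher and 8 lower in the count table, also adjusted over the list alone. The median was then 0.02.

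Genes of Toll-like receptor signaling were higher for 37 of 68 and lower for 14 in the authors' deposited table, the same numbers adjusted over the list alone, with a median of 0.49 (cameraPR, adjusted p = 1.26e-07). Irf7, a transcription factor downstream of these receptors, was at 5.55 in the authors' deposited table. The count table has 17 of 49 higher and 13 lower, also adjusted over the list alone, with a median of 0.30 (camera, adjusted p = 0.414). The gene sets of the paper's GSEA were not used here, and the lists were written from textbook knowledge. Of 24 lists tested in the count table 6 passed camera, and 25 of 100 splits of the libraries, the real one included, gave as many. The other splits that did held unequal numbers of the groups on each side and so carry part of the group difference. This count therefore cannot decide about chance for the lists.

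**Figure D3:**
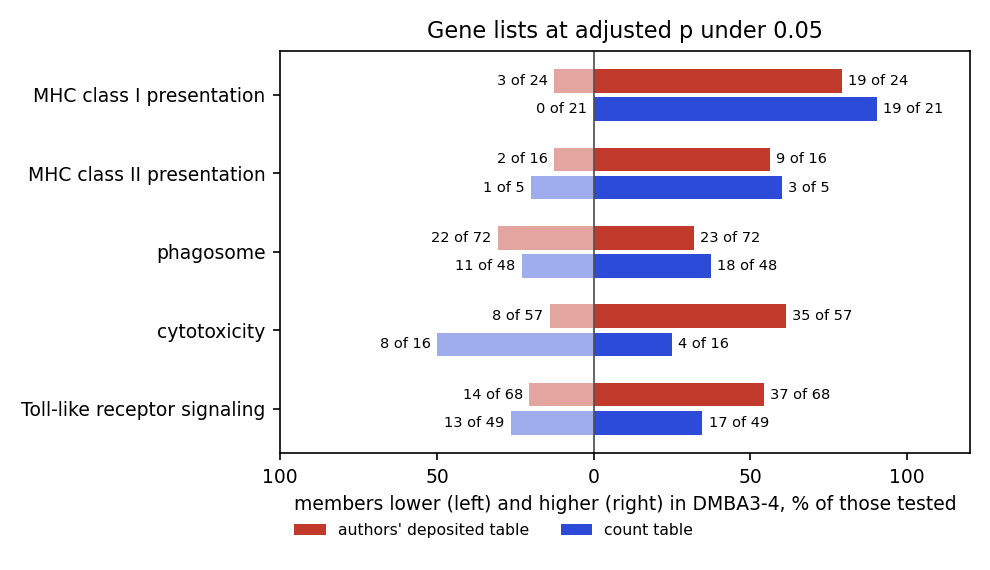
Members of 5 gene lists lower (left, pale) and higher (right) in DMBA3-4 at an adjusted p under 0.05, as % of those tested, in the authors' deposited table (red) and the count table (blue, 6 libraries per group). MHC class I presentation has 19 of 24 and 19 of 21 higher, while the phagosome list has 23 higher and 22 lower of 72 in the authors' deposited table.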

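Type I interferon response genes were the group that stood highest in DMBA3-4 among the lists of gene programs, in both tables. The authors' deposited table has 28 of 28 of them higher (28 adjusted over the list alone), with a median log2 fold change of 5.05 (cameraPR, adjusted p = 3.81e-183). Ifit3, an antiviral gene, was at 7.86 (standard error 0.27) and Oasl2, of the oligoadenylate synthetase family, at 5.32 (0.16) in the authors' deposited table. By count, 27 of 28 were higher and none was lower in the libraries labelled DMBA3-4 TAM (27 and 1 adjusted over the list alone), with a median of 4.19 (camera, adjusted p = 1.15e-16, and adjusted p = 0.0478 with an estimated correlation). Ifit3 was there at 203 ± 47.2 CPM against 2.45 ± 0.979 CPM (SD, n = 6 each).

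Genes of the interferon gamma response were higher for 18 of 27 and lower for 3 in the authors' deposited table (19 and 3 adjusted over the list alone), with a median of 2.40 (cameraPR, adjusted p = 3.99e-23). Iigp1, an interferon-induced GTPase, was at 7.53 (standard error 0.53) in the authors' deposited table. The count table has 13 of 17 higher and 3 lower, also adjusted over the list alone (camera, adjusted p = 1.00e-04, and adjusted p = 0.0411 with an estimated correlation).

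Lists of macrophage activation went both ways in the authors' deposited table. It has 15 of 30 M1 activation genes higher and 8 lower, also adjusted over the list alone, with a median of 0.16 (cameraPR, adjusted p = 0.00264). Slamf7, a receptor of the SLAM family, was at 4.74 and Ccl4, a chemokine, at 3.98 in the authors' deposited table. Of 35 M2 activation genes, written without the 4 that the paper names, the authors' deposited table has 17 higher and 10 lower, also adjusted over the list alone, with a median of 0.27 (cameraPR, adjusted p = 0.0146 at a correlation of 0.01 and 0.0981 at 0.05). Ccl8, a chemokine, was at 6.78 and the lectin Mgl2 at 2.22, while Fn1, which encodes fibronectin, was at -4.29 in the authors' deposited table. By count, 4 of 9 tested M1 genes were higher and 3 lower, and 4 of 11 M2 genes higher and 4 lower, also adjusted over the list alone (camera, adjusted p = 0.669 and 0.848). By a choice made after seeing the data, leaving out DMSO3-1 replicates 2 to 5, 3 of 12 M1 genes were higher and 5 lower, also adjusted over the list alone.

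Of 9 genes of proteins stained on TAMs, the authors' deposited table has 5 higher and 1 lower, also adjusted over the list alone (cameraPR, adjusted p = 0.645). Cd86, a costimulatory ligand, was at 0.48 (adjusted p = 0.00639), Mrc1, which encodes CD206, at 0.17 (adjusted p = 0.362) and Csf1r at -1.01 (adjusted p = 2.36e-21) in the authors' deposited table. The count table had 0 to 4 counts per library of Cd86 and 0 to 4 of Mrc1. Markers of other cells were also higher in the authors' deposited table, with 21 of 26 genes of conventional dendritic cells higher and 2 lower (22 and 2 adjusted over the list alone; cameraPR, adjusted p = 3.37e-11). It has 9 of 20 neutrophil genes higher and 1 lower (cameraPR, adjusted p = 5.11e-04), also adjusted over the list alone. Of T cell genes 6 of 10 were higher there (cameraPR, adjusted p = 0.0401 at a correlation of 0.01 and 0.0866 at 0.05) and of B cell genes 2 of 5 (cameraPR, adjusted p = 1.88e-06), with none lower, also adjusted over each list alone. Rag1KO mice lack T and B cells, so the T cell and B cell lists cannot measure such cells here. Mitochondrially encoded genes, a measure of library quality, were higher for 9 of 13 there and lower for none, also adjusted over the list alone, with a median of 1.16 (cameraPR, adjusted p = 0.00322 at a correlation of 0.01 and 0.0177 at 0.05). The mitochondrial ribosomal RNA mt-Rnr2, which is not in that list, was lower in the authors' deposited table, at -1.86 (adjusted p = 4.67e-20). The macrophage core list had 7 of 20 higher and 6 lower there (7 and 7 adjusted over the list alone; adjusted p = 0.945). The paper also found less arginase 1 and more CD86 and MHCII protein in DMBA3-4 TAMs, and macrophage depletion suppressed DMSO3-1 tumors in WT mice. Beside these it sets the proinflammatory genes and pathways enriched in DMBA3-4 TAMs and the M2 genes lowered in them. The paper concludes that TAMs in carcinogen-exposed tumors have stronger antitumor properties than classical immunosuppressive TAMs.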

### Carcinogen exposure downregulates M-CSF and CD155 expression by cancer cells.

To explore the mechanism by which carcinogen-exposed cancer cells affected TAM development, we compared the secretome profiles of DMBA3-4 and DMSO3-1 cells (Figure 5A and Supplemental Figure 6A). DMBA3-4 cell supernatant showed elevated levels of CCL5, CCL17, CXCL10, and Osteoprotegerin and reduced levels of M-CSF and Osteopontin (OPN) (Figure 5, A and B). CCL5 and CXCL10 are known to be interferon-stimulated genes (ISGs), which can induce T cell immunity (20, 21). However, DMBA3-4 cells were rejected in mice lacking CCL5 and CXCL10 receptors (*Ccr5^–/–^ Cxcr3^–/–^* or Ccr5^KO^ Cxcr3^KO^) and mice lacking type I–IFN receptor (IFNAR) and CXCR3 (*Ifnar1^–/–^ Cxcr3^–/–^* or Ifnar1^KO^ Cxcr3^KO^) (Supplemental Figure 6B). Considering the important role of M-CSF in macrophage recruitment and differentiation, we confirmed M-CSF protein and *Csf1* RNA downregulation in DMBA3-4 compared with DMSO3-1 cells (Figure 5, C and D). To investigate the role of cancer cell-derived M-CSF in TAM recruitment, we cocultured DMBA3-4 and DMSO3-1 cells together with bone marrow–derived macrophages (BMDMs) in a migration assay (Supplemental Figure 6C). Significantly fewer macrophages migrated toward DMBA3-4 cells compared with DMSO3-1 cells (*P* < 0.0001, Figure 5E). Importantly, antibody blockade of M-CSF receptor (αCSF1R) abrogated any differences in macrophage migration toward DMBA3-4 versus DMSO3-1 cells (Figure 5E). Using secretome and gene expression analysis, we found that BaP-4 cells also significantly downregulated M-CSF protein and *Csf1* gene expression levels compared with DMSO-1 control cancer cells (Supplemental Figure 6, D–G). In addition, fibroblast growth factor 21 (FGF-21) and leukemia inhibitory factor (LIF) were markedly downregulated in BaP-4 compared with DMSO-1 cells (Supplemental Figure 6D). However, these proteins were undetectable or not changed in DMBA3-4 versus DMSO3-1 cells (Supplemental Figure 6A).

In addition to secretory factors, we examined the inhibitory ligand expression (PD-L1, PD-L2, CD155,and CD112) on the surface of carcinogen-exposed cancer cells. Interestingly, DMBA3-4 and BaP-4 cells markedly downregulated CD155 expression on their surface compared with DMSO3-1 and DMSO-1 control cells, respectively (Figure 5F and Supplemental Figure 6H). Considering the upregulation of ISGs in DMBA3-4 compared with DMSO3-1 cells, we examined whether ISG suppression by IRF3 siRNA treatment could also affect M-CSF and CD155 expression in DMBA3-4 cells (Supplemental Figure 7, A–C) (22). IRF3 knockdown did not change M-CSF or CD155 expression in DMBA3-4 cells (Supplemental Figure 7, D and E). To determine the functional contribution of M-CSF and CD155 downregulation to carcinogen-induced cancer cell immunogenicity, we examined whether CSF1R and TIGIT blockade could lead to the rejection of DMBA3-4 + DMSO3-1 tumors in WT mice. Anti-CSF1R and anti-TIGIT antibodies alone partially inhibited the growth of DMBA3-4 + DMSO3-1 tumors (Figure 5, G and H). Importantly, the combination of anti-CSFR1 and anti-TIGIT treatment resulted in the complete rejection of 8 out of 10 DMBA3-4 + DMSO3-1 tumors in WT mice (Figure 5, G and H). Thus, carcinogen exposure led to a profound reversal of the immunosuppressive TME by downregulating cancer cell’s expression of M-CSF and CD155.

Next, we investigated whether carcinogen exposure impacted the TME in a spontaneous cancer model. MMTV-PyMt^tg^ mice treated with DMBA at puberty, before any tumor initiation, developed more immunogenic breast tumors compared with MMTV-PyMt^tg^ mice treated with olive oil (carrier control) (Supplemental Figure 8A) (23). DMBA-treated MMTV-PyMt^tg^ mice developed breast tumors with decreased M-CSF expression compared with olive oil–treated MMTV-PyMt^tg^ mice (Supplemental Figure 8B). Furthermore, breast tumors of DMBA-treated MMTV-PyMt^tg^ mice contained significantly fewer immunosuppressive TAMs compared with olive oil–treated animals (Supplemental Figure 8, C and D). These findings indicate that DMBA exposure can also inhibit immunosuppressive TME development in spontaneous breast cancer.

### Carcinogen exposure reprograms TAM differentiation in mouse and human lung cancer.

To further investigate the impact of carcinogen on TAMs differentiation, we treated mouse Lewis lung carcinoma (LLC) cells (24) with DMBA to mimic the effect of smoking on lung cancer (Supplemental Figure 9A) (25). Subcutaneous tumors from DMBA-exposed LLC cells (LLC-DMBA) grew significantly smaller than DMSO-treated (LLC-DMSO) controls in WT mice (Figure 6A). CD8^+^ T + CD4^+^ T cell depletion accelerated the growth of LLC-DMBA tumors in WT mice (Supplemental Figure 9B). Like DMBA3-4 breast cancer cells, markedly fewer F4/80^+^ and CD11b^+^F4/80^+^ TAMs were present in LLC-DMBA compared with LLC-DMSO tumors (Figure 6, B–D). Furthermore, TAMs in LLC-DMBA tumors showed lower CD11b but higher MHCII MFI compared with TAMs in LLC-DMSO tumors (Figure 6, E and F). There was no significant difference in the frequency and CD11b MFI of granulocytes in LLC-DMBA versus LLC-DMSO tumors (Supplemental Figure 9, C–E). Consistent with findings in carcinogen-exposed breast cancer cells, M-CSF protein levels were markedly reduced in LLC-DMBA compared with LLC-DMSO cells (Figure 6G).

To examine the role of carcinogen-induced TAMs in human cancer, we analyzed single-cell RNA–Seq (scRNA-Seq) data obtained from 34 lung cancers in an annotated cohort of former smokers and individuals who had never smoked (NCBI BioProject-PRJNA591860) (26). All immune cells from biopsies and surgical resection (*n* = 12,391) were annotated and clustered into T cells, macrophages/monocytes, B cells, neutrophils, DCs, and mast cells subsets. As expected, macrophages and T cells formed the most abundant immune cell populations in lung cancer (Figure 6H). Macrophages from lung cancers (*n* = 1,256) were reclustered into carcinogen-induced TAM (*n* = 712) versus classical TAM (*n* = 544) groups using the differentially expressed gene set that was defined by comparing DMBA3-4 and DMSO3-1 TAMs (Figure 6I). Carcinogen-induced TAMs were defined as macrophages expressing high levels of human proinflammatory cytokines *CXCL9,* *CXCL10*, *CXCL11*, *PRF1*, and *GZMB*, and classical TAMs were defined as macrophages expressing high levels of *ARG1, NT5E, TGM2,* and *IL4I1* (Figure 4L*)*. Next, we compared the distribution of carcinogen-induced versus classical TAMs among individuals who had never smoked (*n* = 19) and former smokers (*n* = 8). Carcinogen-induced TAMs were significantly enriched in former smokers compared with individuals who had never smoked (432 versus 280 cells), whereas individuals who had never smoked had more classical TAMs compared with former smokers (384 versus 160 cells) (Figure 6J). The studied scRNA-Seq data set was enriched for CD45^+^ immune cells before sequencing library preparation and only 871 cancer cells were identified in the scRNA-Seq data (233 cells from former smokers and 638 from individuals who had never smoked). Nonetheless, *CSF1* (logFC = –0.403, *P* = 0.116) and *PVR* expression (logFC = –0.467, *P* = 0.069) showed lower expression in former smokers compared with individuals who had never smoked. Thus, carcinogen-exposed cancer cells reprograms TAM function in mouse and human lung cancer, which may contribute to the enhanced lung cancer immunogenicity observed in smokers (14).

## Discussion

It is well established that carcinogen exposure, as reflected by increased TMB, enhances cancer immunogenicity and is associated with improved response to immunotherapy (27). The immunogenic impact of carcinogen exposure has largely been attributed to neoantigen generation evoking neoantigen-specific T cell response in cancer (28). By studying a highly immunogenic cancer cell line generated by chemical carcinogen exposure lacking neoantigens our work uncovers neoantigen-independent contributions of carcinogens to cancer immunogenicity. Carcinogen exposure promotes inflammatory cytokine secretion, including CCL5 and CXCL10, by cancer cells. However, the dominant immunological effect of carcinogen exposure relates to its impact on blocking the development of an immunosuppressive TME. This effect, which is partly mediated through the suppression of M-CSF expression by cancer cells, leads to the generation of carcinogen-induced TAMs with antitumor properties. Thus, the immunological consequences of carcinogen exposure extend well beyond increased TMB and neoantigen load and can be extracted and utilized therapeutically to turn cold tumors hot without the risk of exposing cancers to carcinogens or increasing their TMB.

TAMs are a prominent population of immune cells in solid cancers, which are composed of circulating monocyte–derived and tissue-resident macrophages (29). Monocytes can differentiate into classically activated M1 macrophages or alternatively activated M2 macrophages under different conditions (30). GM-CSF, IFN-γ, and lipopolysaccharide-activated (LPS-activated) M1 macrophages stimulate T helper 1 (Th1) response by secreting proinflammatory cytokines, including IL-1β, IL-6, and TNF-α, and recruit Th1 cells through chemokines CXCL9 and CXCL10. M1 macrophages contribute to pathogen clearance and antitumor immunity (31, 32). In contrast, M2 polarization is driven by M-CSF, IL-4, IL-10, and TGF-β. M2 macrophages play important roles in type 2 immune response including wound healing and tissue regeneration (33). M2 macrophages produce antiinflammatory cytokines, including IL-10 and TGF-β, that promote tumor development (34). TAMs can express a combination of M1 and M2 markers, and their polarization is a dynamic process within the TME rather than commonly perceived M2 polarization (35). Considering the highly plastic nature of TAMs, current macrophage-targeting immunotherapies are based on TAM repolarization to increase the ratio of antitumor to protumor macrophages in TME (36). In this study, we identify the carcinogen-induced TAMs, which are defined by increased *Cxcl9*, *Cxcl10*, *Cxcl11*, *Prf1,* and *Gzmb* expression and decreased *Arg1*, *Nt5e*, *Tgm2,* and *Il4i1* expression. Consistent with an antitumor functionality, carcinogen-induced TAMs are enriched for antigen presentation, phagocytosis, cytotoxicity, and Toll-like receptor signaling pathway. Although carcinogen exposure cannot be used to increase patient response to immunotherapy, reprogramming the macrophages to a carcinogen-induced profile (e.g., M-CSF/CSF1R blockade) provide an innovative strategy for boosting antitumor immunity in cold tumors. Besides M-CSF, OPN is significantly reduced in DMBA-treated cancer cells. OPN produced by tumor cells can support their survival in circulation, while tumor- and myeloid cell-derived OPN can render the metastatic tumor more immunosuppressive (37). Thus, decreased OPN expression in carcinogen-exposed cancer cells may contribute to elimination of the immunosuppressive TME.

The limited efficacy of ICB therapy has spurred the investigation of immunosuppressive cells, including classical TAMs, myeloid-derived suppressor cells (MDSCs), and regulatory T cells (Tregs) as immunotherapeutic targets in recent years (38, 39). Immunosuppressive cells play an important role in tumor progression by inhibiting the functions of effector T cells, natural killer cells, and APCs (40). Immunotherapeutic strategies have been developed to reshape the TME, including the inhibition of immunosuppressive cell recruitment to the TME, depletion of immunosuppressive cells in the TME, as well as reprogramming of immunosuppressive cells (41, 42). Among them, an anti-CD33 antibody (Gemtuzumab) targeting MDSCs is shown to restore T cell immunity and improve cancer immunotherapy by depleting CD33-expressing MDSCs (43, 44). Consistent with our findings, M-CSF/CSF1R blockade is found to synergize with immunotherapy and radiotherapy by reducing TAM numbers and inducing TAM repolarization (45, 46). Several clinical trials targeting immunosuppressive cells in cancer have also shown beneficial effects by improving antitumor immunity (47, 48).

We have demonstrated the abundance of carcinogen-induced TAMs in lung cancer of smokers with high cancer immunogenicity compared with classical TAMs dominating the microenvironment of lung cancer in nonsmokers. This finding supports the notion that carcinogen exposure not only enhances T cell immunity by inducing neoantigens in tumors, but also alters TAM differentiation, which enhances tumor immunogenicity. As such, TAM-targeting intervention may synergize with T cell-directed cancer immunotherapies, especially for cancers with high TMB that fail to respond to ICB therapy. This is evident in the rejection of carcinogen-exposed DMBA3-4 cells mixed with control cancer cells, which is achieved by anti-CSF1R and anti-TIGIT combination treatment. Nonetheless, the precise contributions of the immunostimulatory factors to high immunogenicity of DMBA3-4 cells remains to be determined. In fact, we have previously demonstrated that DMBA exposure before cancer initiation leads to the development of immunogenetic spontaneous breast tumors, at least in part, due to the induction of CCL21 expression in tumor cells (23). Future studies are warranted to determine the precise composition of the immune activating and suppressing factors that are sufficient to transform nonimmunogenic tumor cells to be rejected by T cells.

Taken together, our findings demonstrate that the modulation of TAMs and the inhibition of the immunosuppressive TME created by cancer cells contribute to the enhanced cancer immunogenicity associated with carcinogen exposure. Targeting carcinogen-regulated immune factors like M-CSF/CSF1R in combination with ICB therapy highlight promising therapeutic strategies that can be uncovered by exploring the TMB/neoantigen-independent immunological impacts of environmental carcinogens on cancer development.

## Methods

### Mice.

WT C57BL/6 and BALB/c mice were purchased from Charles River Laboratories. Rag1^KO^, Ifng^KO^, Ifnar1^KO^, Klrk1^KO^, Sting^KO^, Batf3^KO^, Ticam1^KO^, Myd88^KO^, Ccr5^KO^, Cxcr3^KO^, CD11c-DTR, and ROSA^DTR^ C57BL/6 mice were purchased from the Jackson Laboratory. Single-KO mice were bred to generate double-KO mice, including Ticam1^KO^ Myd88^KO^, Ccr5^KO^ Cxcr3^KO^, and Ifnar1^KO^ Cxcr3^KO^. Ncr1^iCre^ mice (a gift from Eric Vivier, Aix Marseille University Hospital, Marseille, France) were bred with ROSA^DTR^ mice to generate Ncr1^iCre^ ROSA^DTR^ mice. MMTV-PyMt^tg^ mice (a gift from David DeNardo, Washington University, St. Louis, Missouri, USA) were maintained on BALB/c background. All mice were housed in pathogen-free facilities in accordance with the guidelines instituted by the animal study committees of Massachusetts General Hospital.

### Cell lines.

The parental MMTV-PyMt-mCherry-Luc (PyMt) cell line was derived from mCherry/luciferase labeling of PyMt-B6 cells, which were derived from a mammary tumor of an MMTV-PyMt transgenic mouse on the C57BL/6 background (15, 23). PyMt cells were treated with 20 μmol/L 7,12-Dimethylbenz[a]anthracene (DMBA, catalog no. D3254, Sigma-Aldrich) or Benzo[a]pyrene (BaP, catalog no. B1760, Sigma-Aldrich) dissolved in DMSO at 30%–50% confluency for 24 hours. Cells were passaged and retreated with DMBA or BaP for an additional 24 hours cycle. DMSO was used as vehicle control. In total, cells were treated with a chemical carcinogen for 3 or 6 cycles before single-cell sorting using fluorescence-activated cell sorter (SH800, Sony). 288 pairs of Zombie-green–negative live single cells were sorted into 3 96-well plates for both carcinogen and vehicle groups. For the first selection, 12 clones in each group were selected for subculture from those that had clonal expansion from a single cell. For the second selection, 6 pairs of clones were selected based on their comparable growth rates in culture plates. For the third selection, the precise growth rates of the 6 clone pairs were further compared using CellTiter 96 nonradioactive cell proliferation assay (catalog no. PAG4000, Promega) and a matched pair was selected for follow-up studies. DMSO3-1 cell line expressing enhanced mCherry (DMSO3-1-mCherry) was generated by Lenti-mCherry transduction and selected with high levels of mCherry on flow cytometry. Mouse 4T1 breast cancer cell line, mouse LLC cells were obtained from ATCC. 4T1 cells were treated with DMBA for 6 rounds and single clones were selected in the same way as PyMt cells. LLC cells were treated with DMBA for 3 rounds, and a pool of treated cells were used in experiments. The D4M.3A.3 melanoma cell line was a gift from David Fisher, Massachusetts General Hospital (49, 50). D4M.3A.3-expressing polyomavirus middle T antigen (melanoma-MT) was constructed by lentivirus-MT infection.

### In vivo tumor engraftment.

Unless otherwise specified, 100,000 breast cancer cells were injected s.c. adjacent to the inguinal mammary fat pad of female WT, Rag1^KO^, Batf3^KO^, Ifnar1^KO^, Sting^KO^, Ticam1^KO^ Myd88^KO^, Ccr5^KO^ Cxcr3^KO^, Ifnar1^KO^, and Cxcr3 ^KO^ mice on the C57BL/6 background. 500,000 D4M.3A.3 melanoma and melanoma-MT cells were injected subcutaneously into the flanks of DMBA3-4-immunized and naive mice on the C57BL/6 background. In the LLC tumor model, 1,000,000 LLC cells were injected s.c. into flanks of naive mice on the C57BL/6 background. For macrophage and T cell depletion, clodronate liposome (catalog no. PBS-02, Liposoma BV), anti-mouse CD4 antibody (catalog no. BE0003, Bio X Cell), and anti-mouse CD8β antibody (catalog no. BE0223, Bio X Cell) were i.p. injected once a week, respectively. For natural killer cell depletion, Ncr1^iCre^, ROSA^DTR^ mice were treated with diphtheria toxin (catalog no. D0564, Sigma-Aldrich) as well as anti-NK1.1 antibody (catalog no. BE0036, Bio X Cell). For DC depletion, CD11c-DTR mice were treated with diphtheria toxin. Tumor growth was monitored daily and measured on regular intervals. When a tumor reached 2 cm in diameter or became ulcerated, it was deemed terminal. In the lung metastasis mouse model, 500,000 DMBA3-4 versus DMSO3-1 cells were i.v. injected into tail vein of WT mice on the C57BL/6 background.

### RNA-Seq and GSEA.

CD45^+^ CD11b^+^ F4/80^+^ TAMs were sorted using SH800S sorter (Sony). Cell lysates were prepared in 5 μL buffer TCL (catalog no. 1031576, Qiagen) + 1% β-mercaptoethanol (catalog no. 21985-023, Thermo Fisher Scientific). Samples were sent to Broad Genomic Service, and the SmartSeq2 platform was used to generate RNA-Seq data. Differentially expressed genes were determined using Limma package (51) in R. GSEA was performed using GSEA software and plotted by ClusterProfiler (52) and ggplot2 packages in R. RNA-Seq data were analyzed for gene set enrichment in DMBA3-4-TAMs compared with DMSO3-1-TAMs. Original data are available as the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GSE237536).

### Exome sequencing and analysis.

Genomic DNA (gDNA) was extracted from cultured cell lines with DNeasy Blood and Tissue Kit (catalog no. 69504, Qiagen). The exomes of gDNA were sequenced by Novogen. Exons were captured using magnetic beads and then enriched for library preparation. Sequencing was performed on an Illumina platform. Somatic SNVs and InDels were detected and filtered with the tools muTect (53) and Strelka (54). Accumulated somatic mutations in carcinogen-exposed cell lines were analyzed by comparison to its vehicle control–exposed pair sample. Original data are available as NCBI BioProjects #PRJNA860919 and #PRJNA861664.

### Histology and immunofluorescence.

Tumors, lungs, and skin around tumor cell injection site were harvested, fixed with 4% paraformaldehyde (Sigma-Aldrich), and further embedded in paraffin. Then, 5 μm sections were cut from paraffin-embedded tissues samples for H&E and immunofluorescence staining. For tumor infiltrating T cell staining, sections were incubated with CD3 and CD8α or CD4 primary antibodies followed by Alexa Flour-647-labeled goat anti-rat IgG (catalog no. A21247, Thermo Fisher Scientific) and Alexa Flour-488-labeled goat anti-Rabbit IgG (catalog no. A11034, Thermo Fisher Scientific)**)**. For tumor associated–macrophage staining, sections were incubated with rabbit anti-mouse F4/80 followed by poly HRP-conjugated secondary antibody and Alexa Fluor tyramide reagent in an Alexa Fluor 488 Tyramide SuperBoost Kit (catalog no. B40943, Thermo Fisher Scientific). The primary-secondary-HRP complex were removed with AR6 buffer (catalog no. AR6001KT, Perkin Elmer) by microwave treatment before rabbit anti-mouse CD11b primary antibody and Alexa Fluor 647 goat anti-rabbit secondary antibody incubation. The primary antibodies used in immunofluorescence staining are listed in Supplemental Table 3. The immunofluorescence staining sections were counterstained with DAPI nuclear stain (catalog no. D3571, Thermo Fisher Scientific) and mounted in Prolong GOLD antifade solution (catalog no. P36930, Invitrogen). Images were scanned with AxioScan (Zeiss) and analyzed with the Zeiss ZEN Image Processing software. Quantification of cell population was performed with HALO Image Analysis Platform (Indica Labs).

### Protein analysis.

Cell culture supernatants and cell lysates were collected for protein analysis. An equal volume of cell supernatants were harvested when cells reached 90% confluency and concentrated 300-fold with the SpeedVac Vacuum Concentrator (SPD1010, Thermo Fisher Scientific). The expression of cytokines and chemokines in the cell supernatants were determined with Proteome Profiler Mouse XL Cytokine Array (catalog no. ARY028, R&D Systems) according to the manufacturer’s protocol. Array images were scanned by scanner (Epson) and spot intensity was analyzed with Protein Array Analyzer for Image J. The expression of IFN-α and IFN-β in cell supernatants was determined with IFN-α (catalog no. BMS6027TWO, Thermo Fisher Scientific) and IFN-β (catalog no. 439407, Biolegend) ELISA kits. Cell lysates were prepared for further validation of M-CSF expression. Cells were harvested and lysed with RIPA lysis buffer (catalog no. 89900, Thermo Fisher Scientific) supplemented with 4% protease inhibitor (catalog no. A32955, Thermo Fisher Scientific). Total protein concentration of cell lysates was quantified using Pierce BCA Protein Assay Kit (catalog no. 23225, Thermo Fisher Scientific). The expression of M-CSF in cell lysates was measured with the ELISA kit for mouse M-CSF (catalog no. EMCSF1, Thermo Fisher Scientific) following the manufacturer’s instructions. The relative M-CSF concentration was determined by M-CSF concentration/total protein concentration.

### Lentivirus packaging and transduction.

The plasmid pLV-mCherry (catalog no.36084, Addgene) was cotransfected with the packaging plasmids pCMV Δ R8.2 (catalog no.12263, Addgene) and pMD2.G (catalog no.12259, Addgene) into 293T cells to package lentivirus Lenti-mCherry. The plasmid pCDH-3xFLAG-GFP-puroR (catalog no.167463, Addgene) was inserted into cloned mouse polyomavirus middle T antigen transcripts before cotransfection with pMDLg/pRRE (catalog no.12251, Addgene) and pRSV-Rev (catalog no.12253, Addgene) in 293T cells to package Lenti-MT. The viral supernatant was harvested at 48 and 72 hours after transfection. After centrifuging at approximately 500*g* for 5 minutes to pellet any packaging cells and filtering through a 0.45 μm PES filter, the virus supernatant was used for the transduction of target cells. DMSO3-1-mCherry cells was selected using fluorescence-based screening, while melanoma-MT cells were selected using puromycin selection. The cells were subsequently screened to confirm the expression of the target protein.

### Luciferase activity assay.

Luciferase activity was assessed using the Luciferase Assay System (catalog no. G7941, Promega) following the manufacturer’s instructions. A total of 50,000 DMBA3-4, DMSO3-1, BaP-4, and DMSO-1 cells were seeded in a 96-well plate and incubated at 37°C overnight. The assay plates were then removed from the incubator and allowed to equilibrate at room temperature (22–25°C) for 15 minutes. 100 μL of Bio-Glo Reagent was added to each well of the assay plate. The plate was subsequently incubated at room temperature for 15 minutes. Luminescence was measured using a Synergy Neo2 luminescence microplate reader (Biotek).

### Spontaneous breast carcinogenesis studies.

MMTV-PyMt^tg^ female mice received 1 mg of DMBA dissolved in 100 μL of olive oil or 100 μL of olive oil (carrier alone) by oral gavage at 4–6 weeks of age. Tumor onset and growth were monitored every week. The animals were harvested once a tumor reached 2 cm in diameter or the mice showed any sign of distress or weight loss.

### Quantitative PCR.

The mouse *Csf1*, *Ifnb1*, *Oas2,* and *Isg15* mRNA expression was determined by quantitative PCR using iTaq Universal SYBR Green Supermix (catalog no.1725121, Bio-Rad) on ABI 7500 PCR system (Thermo Fisher Scientific). The primer pairs are listed in Supplemental Table 4. All primers shown are 5′ to 3′.

### Flow cytometry.

Tumor single-cell suspensions were prepared after Collagenase IV (catalog no. LS004189, Worthington Biochemical) and DNase I (catalog no. M0303S, New England Biolabs) digestion and tumor infiltrating immune cells were enriched with CD45 MicroBeads (catalog no. 130-052-301, Miltenyi Biotec) on magnetic columns (Miltenyi Biotec). Cells were stained with the following surface marker antibodies: anti-CD45, anti-CD11b, anti-F4/80, anti-MHCII, anti-CD206, and anti-CD86 (Supplemental Table 3) and fixed and permeabilized by True-Nuclear Transcription Factor Buffer Set (catalog no.424401, Biolegend) for anti-Arginase 1 antibody staining (Supplemental Table 3). For inhibitory ligand staining, cultured cell lines were collected by trypsin digestion and stained with inhibitory ligand antibodies: anti-CD155, anti-CD112, anti-PD-L1, and anti-PD-L2 (Supplemental Table 3). Stained cells were detected by a LSR Fortessa X-20 flow cytometer (BD Bioscience) and data were analyzed with FlowJo software (Tree Star).

### BMDMs chemotaxis assay.

Bone marrow cell suspensions were collected by flushing femurs and tibias of WT C57BL/6 mice (Charles River) and cultured in completed DMEM with 20 ng/mL mouse recombinant M-CSF (catalog no.576406, Biolegend). Fully differentially BMDMs were collected at Day 7 for chemotaxis assay. 10,000 BMDMs in 100 μL/well R10 medium were added onto the top chamber of a 12 well Transwell plate (catalog no.3421, Corning) and 600 μL/well of 20,000 DMBA3-4 or DMSO3-1 cells containing blocking antibody for mouse CSF1R at 20 μg/mL (catalog no.BE0213, BioXCell) or IgG control (catalog no.BE0289, BioXCell) were loaded in the bottom chamber. Migrated cells were collected from the bottom chamber after 96 hours for flow analysis. The average MFI of CD11b and F4/80 were analyzed for CD45^+^ cells, and the migrated numbers were determined by the ratio of CD45^+^CD11b^+^F4/80^+^ cells to absolute counting beads (catalog no.C36950, Thermo Fisher Scientific).

### Macrophage and cancer cell analysis from lung cancer scRNA-Seq data.

scRNA-Seq data of non-small cell lung cancer were downloaded from https://drive.google.com/drive/folders/1sDzO0WOD4rnGC7QfTKwdcQTx3L36PFwX?usp=sharing All code used to generate the results of this study were downloaded from https://github.com/czbiohub/scell_lung_adenocarcinoma (commit ID: de138c79bcfc2fa3a28c8a039a28ab560da78099.). Standard procedures for filtering, variable gene selection, dimensionality reduction, and clustering were performed using the Seurat v3 in RStudio (55) using R 3.6.0, where cells with fewer than 500 genes and 50,000 reads were excluded. We used DoubletFinder (56) to identify potentially sorted doublet cells. Variable genes (Ngenes = 2,000) were selected using a threshold for dispersion, with z-scores normalized by expression level. The variable genes were projected onto a low-dimensional subspace using principal component analysis. Cells were visualized using a 2-dimensional tSNE on the same distance metric. All cells annotated as immune cells (*n* = 12,391) were clustered using the following parameters (Ngenes = 2,000, Npc = 20, Res = 0.7). Macrophages (*n* = 1,256) from lung biopsies were further clustered into classical and carcinogen induced TAM subsets using the following parameters (Ngenes = 2,000, Npc = 3, res = 0.2). The difference in the distribution of classical TAMs and carcinogen-induced TAMs in smokers and individuals who had never smoked were analyzed by χ^2^ test. We analyzed differentially expressed genes of lung cancer cells (*n* = 871) using DESeq2. *CSF1* and *PVR* gene expression in smokers and individuals who had never smoked were analyzed by χ^2^ test.

### Genotyping.

PCR was used to genotype genetically engineered mice. Primer pairs used in this study are listed in Supplemental Table 4. All primers shown are 5′ to 3′.

### Statistics.

Graphs and statistical analysis were performed with GraphPad Prism 9. Log-rank tests were used to compare animal survival. A 2-way ANOVA with Šidák’s multiple comparison test was used to compare tumor growth over time between different groups. A 2-tailed unpaired *t* test was used to compare lung metastasis counts, TAMs, T cell, granulocyte quantification, CD11b, CD86, and Arg1 MFI on TAMs and M-CSF expression between test and control groups. 1-way ANOVA with Tukey’s multiple comparison was used to examine the differences in the mean ranks among 3 possible pairwise comparisons. RNA-Seq, exome-Seq and scRNA-Seq analysis were plotted using RStudio. χ^2^ test was used to compare the distribution of classical and carcinogen-induced TAMs between former smokers and individuals who had never smoked. A *P* value of less than 0.05 was considered significant. All error bars represent SD.

### Study approval.

All animal studies were reviewed and approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee.

### Data availability.

The exome sequencing data can be accessed from NCBI database, SRA accession no.: PRJNA860919 and PRJNA861664. The RNA-Seq data can be accessed from NCBI database, GEO accession no: GSE237536. Values for all data points found in graphs can be found in the supplemental Supporting Data Values file. Additional data related to this paper may be requested from the corresponding author.

## Author contributions

SD conceived the study. MH, YX, KL, and SD designed the experiments. MH, YX, KL, FS, ZF, TL, and MA performed the experiments and analyzed the data. MH, YX, and SD interpreted the data. MH and SD wrote the manuscript. The order of the co–first authors was assigned based on their efforts and contributions to the study.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
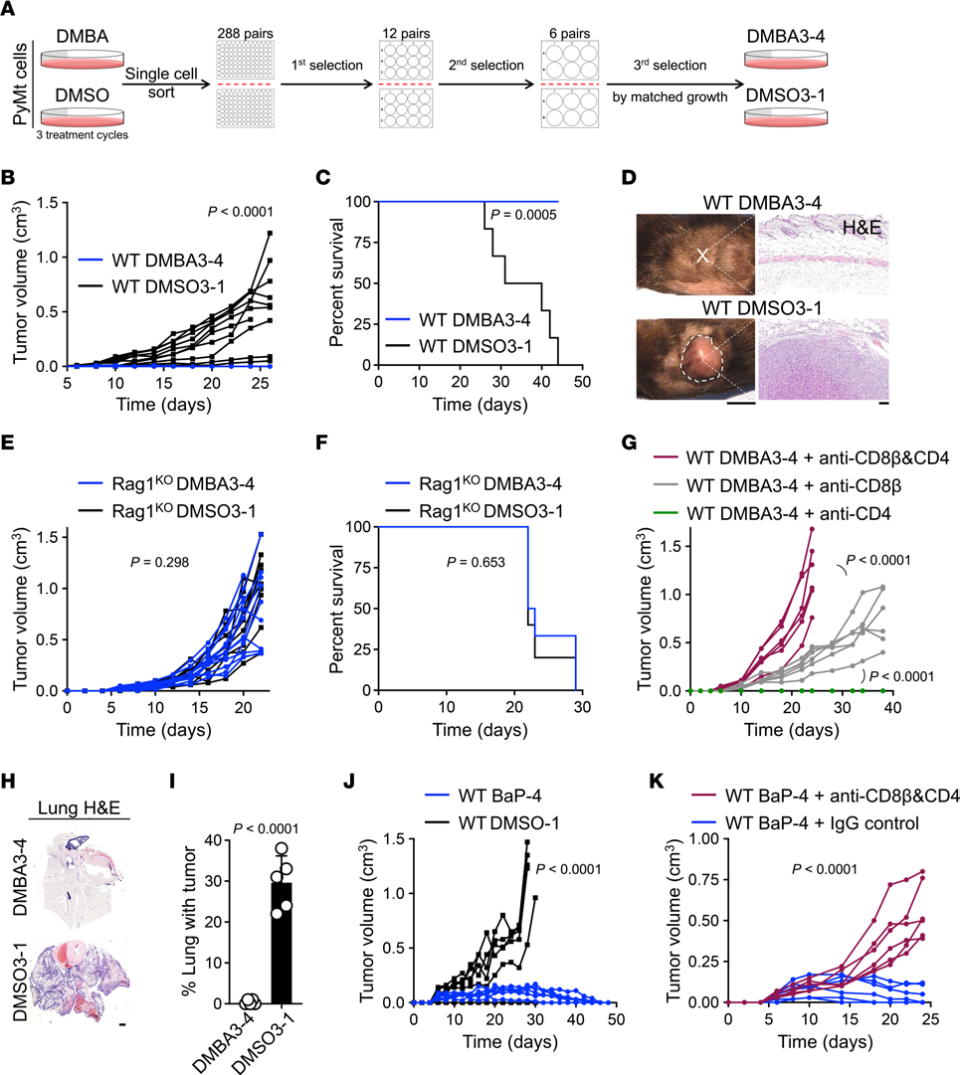
PyMt cells acquire high immunogenicity upon carcinogen exposure. (**A**) Schematic diagram of DMBA3-4 and DMSO3-1 cell clones derived from DMBA and DMSO (vehicle control) exposed PyMt cell line, respectively. (**B** and **C**) DMBA3-4 and DMSO3-1 tumor kinetics in syngeneic WT C57BL/6 mice shown as (**B**) tumor growth over time (*n* = 10 per group) and (**C**) animal survival rate (*n* = 6 per group). (**D**) Representative macroscopic and H&E-stained histological images of DMBA3-4 and DMSO3-1 tumor injection sites in WT mice when DMSO3-1 tumors reach terminal size. Note the absence of any DMBA3-4 tumor in the s.c. fat pad. Scale bars: 1 cm, mouse; 100 μm, histology. (**E** and **F**) DMBA3-4 and DMSO3-1 tumor kinetics in syngeneic Rag1^KO^ mice shown as (**E**) tumor growth over time (*n* = 12 for DMBA3-4 and *n* = 10 for DMSO3-1 group) and (**F**) mouse survival rate (*n* = 6 for DMBA3-4 and *n* = 5 for DMSO3-1 group). (**G**) DMBA3-4 tumor growth in WT mice treated with anti-CD8β, anti-CD4 depleting antibody alone or the combination of anti-CD8β and anti-CD4 antibodies (*n* = 6 per group). (**H** and **I**) Lung metastasis of DMBA3-4 and DMSO3-1 cells shown as (**H**) representative H&E-stained histological images of the lung (scale bar: 1 mm) and (**I**) percent lung surface area occupied by tumor foci at day 21 after i.v. injection of 200,000 cells per mouse (*n* = 5 per group). (**J**) BaP-4 and DMSO-1 tumor growth in syngeneic WT C57BL/6 mice (*n* = 6 per group). (**K**) BaP-4 tumor growth in WT mice treated with anti-CD8β and anti-CD4 combination antibodies versus IgG control antibody (*n* = 6 per group). Mice received 100,000 cancer cells per orthotopic injection site. 2-way ANOVA (**B**, **E**, **G**, **J**, and **K**), unpaired *t* test (**I**) and log-rank test (**C** and **F**), bar graph shows mean + SD.

**Figure 2:**
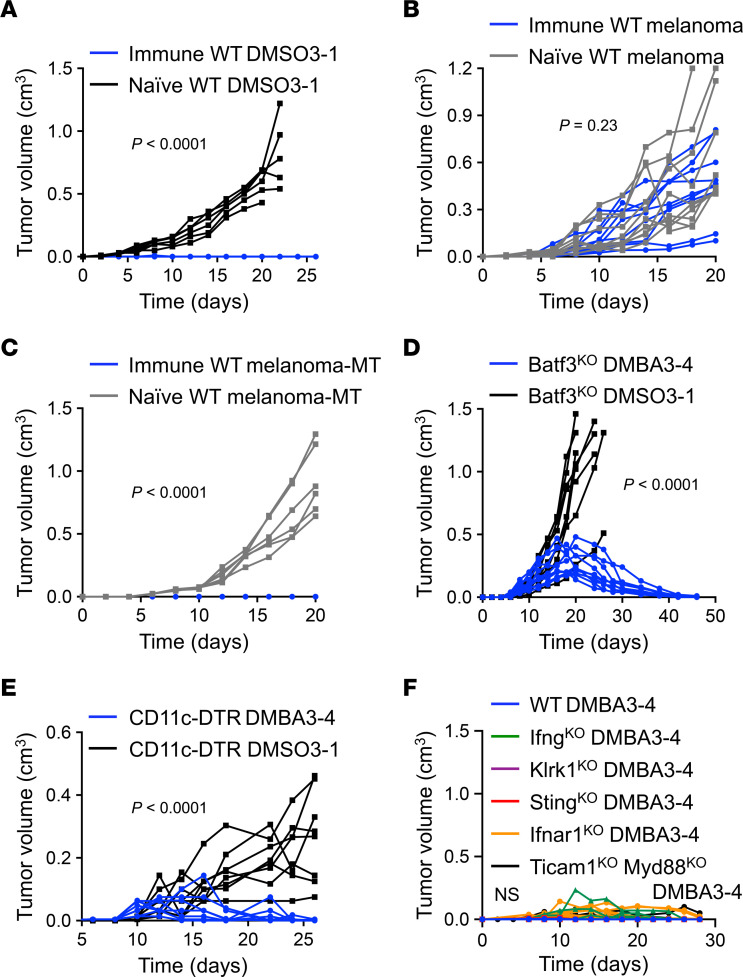
High immunogenicity of DMBA3-4 cells is not associated with increased TMB or neoantigen-directed immunity. (**A**) DMSO3-1 tumor growth in WT mice that previously rejected DMBA3-4 cells (immune, *n* = 10) versus naive WT mice (*n* = 6). (**B**) Melanoma tumor growth in WT mice that previously rejected DMBA3-4 cells (immune, *n* = 9) versus naive WT mice (*n* = 10). (**C**) Melanoma-MT tumor growth in DMBA3-4-immunized (immune, *n* = 10) and naive WT mice (*n* = 6). (**D**) DMBA3-4 and DMSO3-1 tumor growth in Batf3^KO^ mice (*n* = 10 for DMBA3-4 and *n* = 8 for DMSO3-1 group). (**E**) DMBA3-4 and DMSO3-1 tumor growth in diphtheria toxin-treated (DT-treated) CD11c-DTR mice (*n* = 8 per group). (**F**) DMBA3-4 tumor growth in WT (*n* = 10), Ifng^KO^ (*n* = 8), Klrk1^KO^ (*n* = 8), Sting^KO^ (*n* = 12), Ifnar1^KO^ (*n* = 14), and Ticam1^KO^ Myd88^KO^ (*n* = 7) mice. Mice received 100,000 DMBA3-4; 100,000 DMSO3-1; 500,000 melanoma; or 500,000 melanoma-MT cells per injection site. 2-way ANOVA.

**Figure 3:**
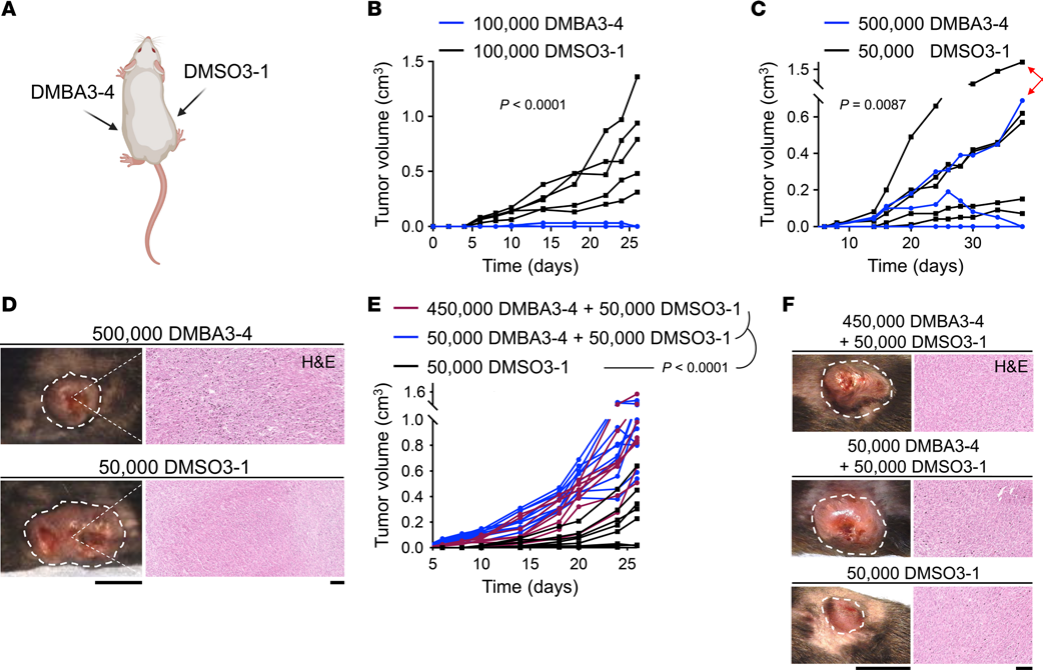
Carcinogen-exposed cancer cells do not form an immunosuppressive TME. (**A**) Schematic illustration of DMBA3-4 and DMSO3-1 cell coinjection into WT mice. (**B**) DMBA3-4 and DMSO3-1 tumor growth simultaneously in WT mice (*n* = 5 per group). 100,000 DMBA3-4 cells (left side) and 100,000 DMSO3-1 cells (right side) were injected into each mouse at the same time. (**C**) DMBA3-4 and DMSO3-1 tumor growth in WT mice injected with 500,000 DMBA3-4 cells (left side) and 50,000 DMSO3-1 cells (right side) (*n* = 5 per group). Red arrows point to a DMBA3-4 tumor that grew out and its contralateral DMSO3-1 tumor in the same WT mouse. (**D**) Macroscopic and H&E-stained histological images of DMBA3-4 (left) and DMSO3-1 (right) tumors in the same WT mouse. Scale bars: 1 cm, mouse; 100 μm, histology. (**E**) DMBA3-4 plus DMSO3-1 mixed tumor compared with DMSO3-1 alone tumor growth in WT mice (*n* = 8 for 450,000 DMBA3-4 plus 50,000 DMSO3-1; *n* = 10 for 50,000 DMBA3-4 plus 50,000 DMSO3-1; and *n* = 8 for 50,000 DMSO3-1 group). (**F**) Representative macroscopic and H&E-stained histological images of DMBA3-4 plus DMSO3-1 mixed and DMSO3-1 alone tumors in WT mice. Scale bars: 1 cm, mouse; 100 μm, histology. 2-way ANOVA.

**Figure 4:**
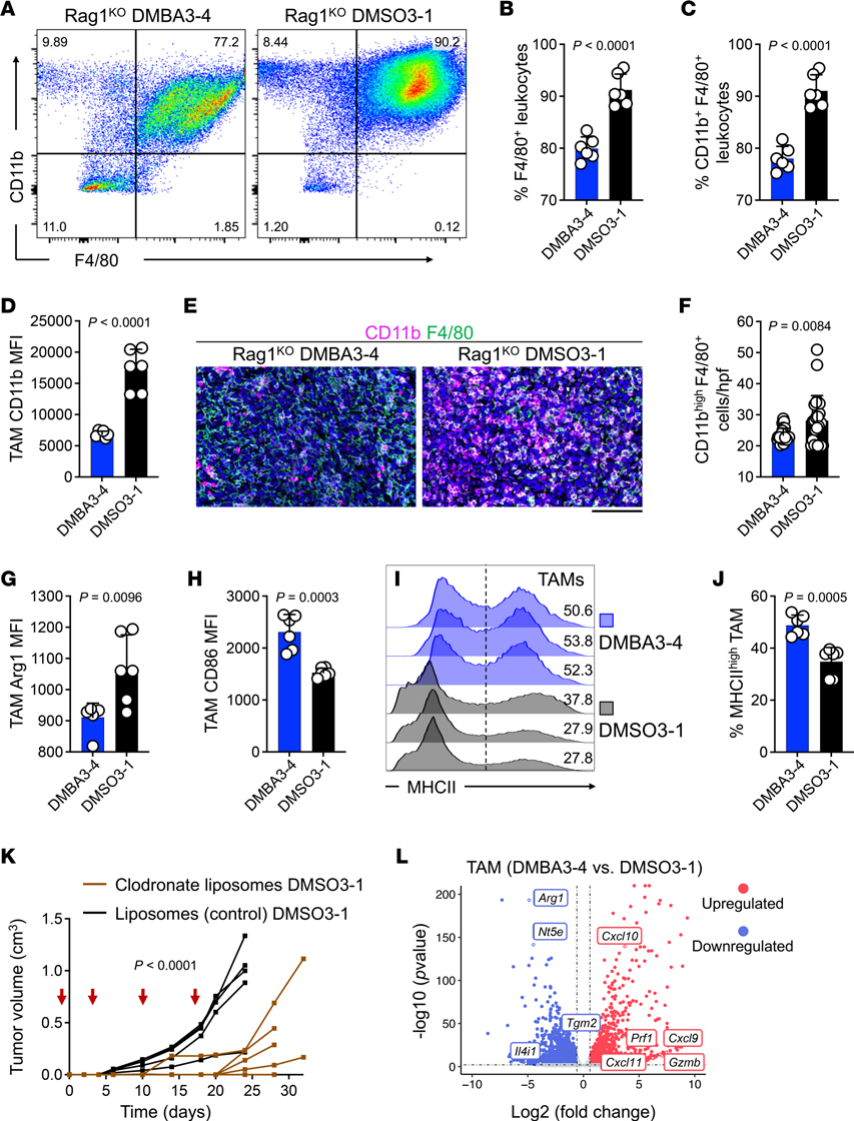
Carcinogen-induced TAMs have antitumor properties. (**A**) Representative flow cytometric analysis of DMBA3-4 and DMSO3-1 TAMs in the tumors from Rag1^KO^ mice. Numbers on the dot plots represent the percent cells within each gate. (**B**) F4/80^+^ leukocyte (TAM) frequencies in DMBA3-4 and DMSO3-1 tumors (*n* = 6 per group). (**C**) CD11b^+^ F4/80^+^ leukocyte (TAM) frequencies in DMBA3-4 and DMSO3-1 tumors (*n* = 6 per group). (**D**) Mean fluorescence intensity (MFI) of CD11b expression on DMBA3-4 and DMSO3-1 TAMs (*n* = 6 per group). (**E**) Representative immunofluorescence images of CD11b- and F4/80-stained DMBA3-4 and DMSO3-1 tumors from Rag1^KO^ mice. Scale bar: 100 μm. (**F**) CD11b^hi^ F4/80^+^ TAM counts in DMBA3-4 and DMSO3-1 tumors. TAMs were quantified in 4 randomly selected high-power field (hpf) images per sample (*n* = 6 per group). Each dot represents a hpf image. (**G** and **H**) MFI of (**G**) arginase 1 (Arg1) and (**H**) CD86 expression in DMBA3-4 and DMSO3-1 TAMs (*n* = 6 per group). (**I**) MHCII expression on CD11b^+^ F4/80^+^ TAMs. Numbers on the flow histograms represent the percent MHCII^hi^ TAMs. (**J**) MHCII^hi^ TAM frequencies in DMBA3-4 and DMSO3-1 tumors from Rag1^KO^ mice (*n* = 6 per group). (**K**) DMSO3-1 tumor growth in WT C57BL/6 mice treated with clodronate liposome versus control liposome. Liposome i.p. injections were performed on days 1, 3, 10, and 17 after tumor inoculation (red arrows, *n* = 6 per group). (**L**) Differentially expressed (DE) genes in DMBA3-4 versus DMSO3-1 TAMs from Rag1^KO^ mice. The significantly upregulated and downregulated genes are indicated with red and blue dots, respectively (*n* = 6 per group). Unpaired *t* test (**B**–**D**, **F**–**H**, and **J**) and 2-way ANOVA (**K**), bar graphs show mean + SD.

**Figure 5:**
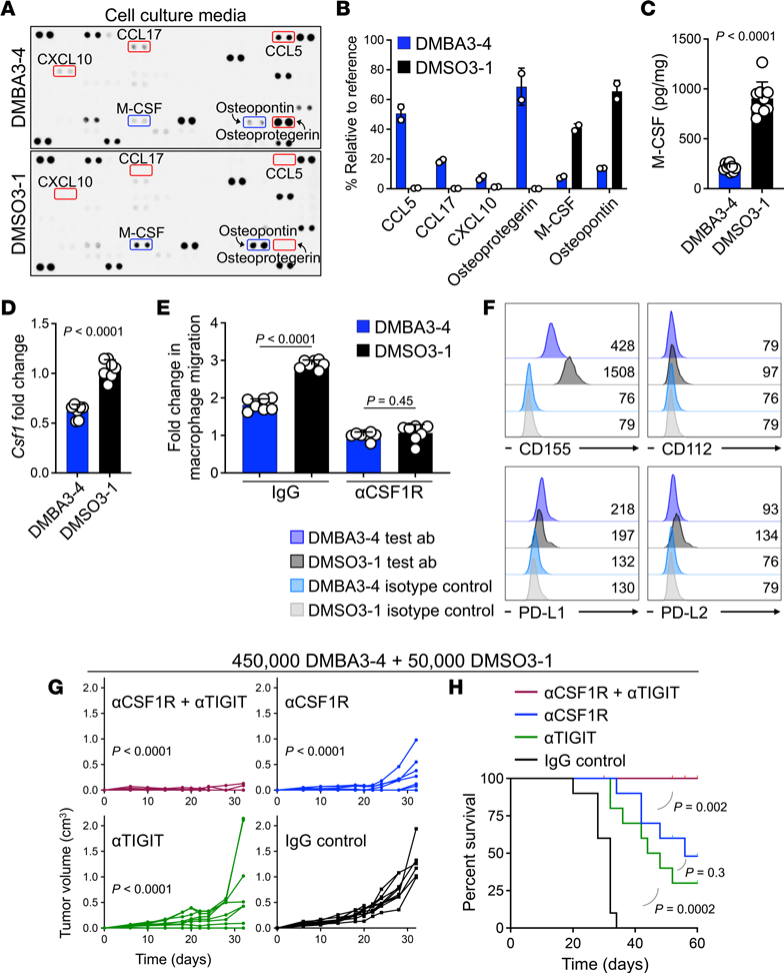
Carcinogen-induced immunogenicity is dependent on reduced M-CSF and CD155 expression by cancer cells. (**A**) Cytokine array on supernatant from DMBA3-4 and DMSO3-1 cells. Red and blue boxes indicate the upregulated and downregulated proteins secreted by DMBA3-4 compared with DMSO3-1 cells, respectively. (**B**) Relative levels of the select upregulated and downregulated proteins from the DMBA3-4/DMSO3-1 cytokine array (n=2 per group). (**C**) M-CSF protein levels in DMBA3-4 compared with DMSO3-1 cell lysates (*n* = 9 per group). (**D**) *Csf1* mRNA expression levels in DMBA3-4 compared with DMSO3-1 cells (*n* = 7 per group). (**E**) BMDM migration toward DMBA3-4 versus DMSO3-1 cells in the presence of anti-CSF1R or IgG control antibody. Fold change is determined as the ratio of BMDM migration in the absence of tumor cells at 96 hours after coculture (n=7 per group). (**F**) CD155, CD112, PD-L1 and PD-L2 expression on DMBA3-4 and DMSO3-1 cells. Numbers on the flow histograms represent the ligands’ MFI. (**G**) DMBA3-4 plus DMSO3-1 mixed tumor growth in WT mice treated with anti-TIGIT and/or anti-CSF1R antibody compared with IgG-treated controls (*n* = 10 per group). Mice received 450,000 DMBA3-4 plus 50,000 DMSO3-1 cells per injection site. (**H**) Survival rate of WT mice that received DMBA3-4 plus DMSO3-1 cells and treated with anti-TIGIT and/or anti-CSF1R antibody compared with IgG-treated controls (*n* = 10 per group). Unpaired *t* test (**C**–**E**), 2-way ANOVA (**G**) and log-rank test (**H**), bar graphs show mean ± SD.

**Figure 6:**
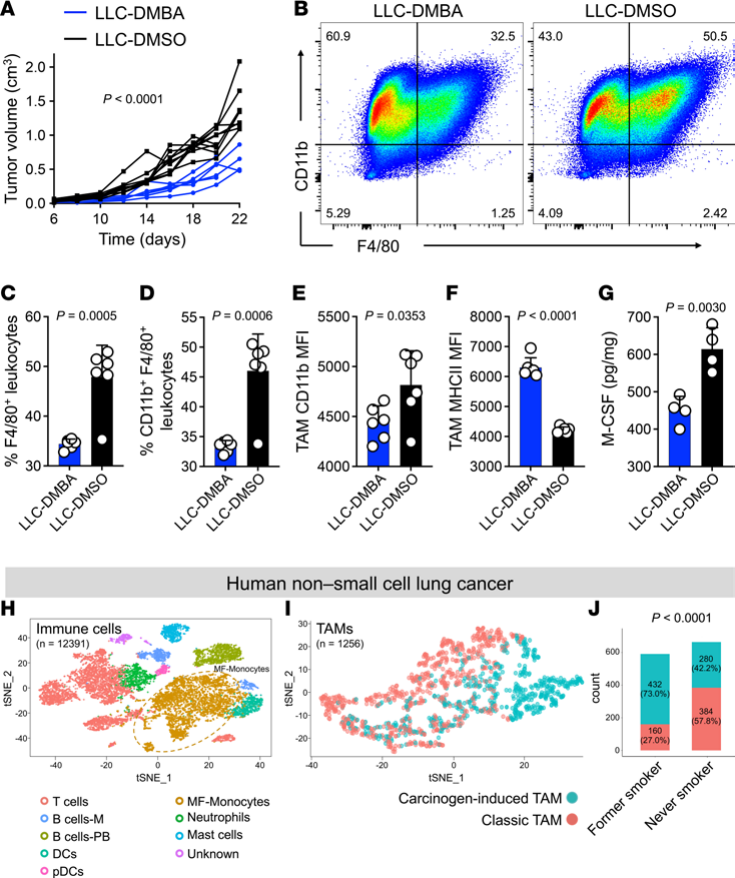
Carcinogen exposure reprograms TAMs in mouse and human lung cancer. (**A**) LLC-DMBA and LLC-DMSO tumor growth in WT mice (*n* = 6 for LLC-DMBA and *n* = 10 for LLC-DMSO group). (**B**) Representative flow cytometric analysis of LLC-DMBA and LLC-DMSO TAMs in the tumors from WT mice. Numbers on the dot plots represent the percent cells within each gate. (**C**) F4/80^+^ leukocyte (TAM) frequencies in LLC-DMBA and LLC-DMSO tumors (*n* = 6 per group). (**D**) CD11b^+^ F4/80^+^ leukocyte (TAM) frequencies in LLC-DMBA and LLC-DMSO tumors (*n* = 6 per group). (**E**) CD11b MFI on LLC-DMBA and LLC-DMSO TAMs (*n* = 6 per group). (**F**) MHCII MFI on LLC-DMBA and LLC-DMSO TAMs (*n* = 6 per group). (**G**) M-CSF protein levels in LLC-DMBA compared with LLC-DMSO cell lysates (*n* = 4 per group). (**H**) t-stochastic neighbor embedding (t-SNE) plot of immune cells (*n* = 12,391) isolated from human non-small cell lung cancer tissues, including B cells: M, memory B cells; B cells-PB, plasmablast; pDCs, plasmacytoid DCs; MF, Monocytes, macrophages and monocytes; unknown, unknown cells from general clustering of all cells. (**I**) Carcinogen-induced TAM (*n* = 712) and classical TAM (*n* = 544) subsets of macrophages (*n* = 1,256) in human non-small cell lung cancer tissues. Carcinogen-induced TAMs are distinguished from classical TAMs by upregulation of *CXCL9*, *CXCL10*, *CXCL11*, *PRF1*, and *GZMB* and downregulation of *ARG1*, *NT5E*, *TGM2,* and *IL4I1* genes as defined in Figure 4L. (**J**) Carcinogen-induced and classical TAM distribution in lung cancers of former smokers versus individuals who have never smoked (never smokers). 2-way ANOVA (**A**), unpaired *t* test (**C**–**G**) and χ^2^ test (**J**), bar graphs show mean + SD.

## Version 1 10/16/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

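RNA was measured in 12 libraries, 6 labelled DMBA3-4 TAM and 6 labelled DMSO3-1 TAM, described as cells sorted as CD45+ CD11b+ F4/80+ from tumors in Rag1KO mice. The count table holds few transcripts of the sorted proteins, with 0 to 7 counts per library of Ptprc (CD45) and 0 to 3 each of Itgam (CD11b) and Adgre1 (F4/80), so its libraries are named as labelled. The authors deposited counts per gene as whole numbers that were not normalized. The submitters' processing notes name the mouse genome build GRCm38 (mm10), and the aligner and the counting program were not given in the sources used here. The authors also deposited a table of their own comparison, with a mean normalized count, a log2 fold change and its standard error, a Wald score, and a p-value with its adjusted p for each gene. The columns of the authors' deposited table are those of DESeq2, while the paper's methods name limma. This table holds no value per library, so its values carry no SD or n.

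In the count table, 19 entries with a number in place of a gene name (0.0893% to 0.128% of counts per library) were left out of library sizes and tests. Genes were filtered with filterByExpr and scaled by TMM, and edgeR 4.0.16 tested the groups with its robust quasi-likelihood test and Benjamini-Hochberg adjustment, in R 4.3.3. Levels are CPM scaled by TMM. DESeq2 1.42.0, limma-voom (limma 3.58.1) with and without sample quality weights, other scalings, filters and thresholds, a replicate block, a natural killer cell covariate and leaving out each library in turn were alternatives. Groups, tests, alternatives, rules for named genes and 35 gene lists holding 767 genes were chosen before the data were examined. Not among those rules was the one that names genes of proteins measured in the cancer cell lines. The named genes are the 9 that the paper names, genes of proteins it stained or measured, the 8 largest changes each way among changed genes whose groups do not overlap and whose mean is at least 20 CPM (predicted genes without a name left out), and up to 4 members of each list. Figure 4L had been seen for the 9 genes.

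Gene lists with at least 5 tested members were tested with camera at a correlation of 0.01, with an estimated correlation and with fry. With an estimated correlation 3 of the 6 lists past the threshold kept their call. The tests with cameraPR on the Wald scores of the authors' deposited table, at correlations of 0.01 and 0.05, and with fgsea 1.28.0 were added after the data were seen. A cameraPR p-value given without a correlation is at 0.01. Without values per library the correlation could not be estimated for that table, so its p-values rest on the preset one. In the count table it was estimated at 0.256 for type I interferon response and 0.320 for MHC class I presentation. Single genes were also tested with a two-sided exact permutation test of log2(CPM + 1) over all 924 splits.

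The tests were checked on simulated counts for 11511 genes, 200 of them changed, in 6 libraries against 6. There edgeR recovered 70% of genes changed 2-fold and 97% of those changed 4-fold, with 6 false calls among 173. The simulated changes were balanced in direction and far fewer than the 6918 genes called in the libraries. No mixed or divided group was simulated, so the rate of false calls in the real counts was not measured. No pair of libraries differed by as little as the sampling noise, the lowest chi-square per gene being 2.65. Gene coordinates are from GENCODE M21 on GRCm38. The reads behind the counts were not used here, and the relation of Prf1 and Gzmb to natural killer cell markers across libraries was not run, since Gzmb had 0 counts in all 12 libraries.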

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

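The tests of mixing and of a wrong label in DMBA3-4 replicate 5 were chosen only after the result was seen.

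Of 54 groups of 6 libraries, 10 had a library far from the others, where chance gives about 1 in 20. In DMBA3-4 replicate 5, Lmo1 was at 30.8 CPM, Adgrl3 at 10.2, Penk at 11.8, Sorbs2 at 9.38, Otop1 at 31.1 and Cdhr1 at 16.3 CPM, while the other 5 libraries of its group had at most 0.333 CPM of Lmo1 and 1.23 CPM of Sorbs2. A DMSO3-1 library with the wrong label is argued against, since 34 genes otherwise seen only in the DMBA3-4 libraries stood in replicate 5 at a median of 68.2% of their DMBA3-4 level (interquartile range 58.9 to 77.0). A candidate explanation is RNA or reads of the DMSO3-1 group mixed into this library, as 37 genes otherwise seen only in the DMSO3-1 libraries stood at a median of 30.5% of their DMSO3-1 level (interquartile range 23.7 to 49.6) and the medians sum to 98.7%. The labels give no biological difference between replicate 5 and the other libraries of its group, so no biological explanation was tested. Without it 6871 genes changed, against 6918 with all 12 libraries.

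Tgm2 was at 235.9 CPM in DMBA3-4 replicate 6, against 152 to 167 CPM in the other 5 libraries, and at 148 CPM in DMSO3-1 replicate 5, against 231 to 285 CPM. Ereg and Gas6 each had 1 count (0.364 CPM) in DMSO3-1 replicate 6 and 0 in the other 5 libraries of its group, so 2 of the 10 groups rest on 1 count, which counting noise can give.

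For TAMs, the paper's text does not report type I interferon response or cholesterol synthesis genes as groups, while for DMBA3-4 cancer cells it states that interferon-stimulated genes were higher. The libraries labelled DMBA3-4 TAM had 27 higher type I interferon response genes among 28 tested and 21 lower cholesterol synthesis genes among 24.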

How the results depend on the processing

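The alternatives without DMSO3-1 replicates 1 and 6 or 2 to 5, and all tests on the authors' statistics, were chosen after seeing the data. The number of genes changed (6918) stayed within 1.5 times under the other planned settings (5265 to 8354), except with the natural killer cell list as a covariate: 3268 changed, 1621 higher and 1647 lower, with 188 list members against 293. That list differs between the groups itself, and the cause was not tested. Leaving out each library in turn gave 6490 to 7139. Without DMSO3-1 replicates 2 to 5, with fewer libraries, 4605 changed and 2294 were lower, and 3926 of the 4605 were also called with all libraries. With at least 10 counts in every library 3 named genes changed against 20, as this filter drops genes near 0 in 1 group. Of 24 lists, 6 passed camera, 3 with an estimated correlation and 18 with fry, which tests no list against other genes. Among 22 named genes, 592 of 599 values kept direction and side of the threshold and 7 lost the threshold. Spp1 and Pvr are among the 22 as genes of proteins measured in the cell lines, a rule that was not planned. Among 90 genes named by list, 93 of 2496 did and 2 reversed without DMSO3-1 replicates 2 to 5, Ace at 0.26 and Fn1 at 0.15. The cell cycle and mitochondrially encoded lists lost their call with an estimated correlation (adjusted p = 0.592 and 0.560). With the replicate number as a block 6481 genes changed. The numbers do not pair the libraries, as 1 of 6 correlations was over 0.1 and 2 of 12 libraries correlated best with their own number. For the 21 lists written here that passed cameraPR on the authors' statistics, 48 of 59 values under the other settings kept their call. Depth, at 2752005 to 4632817 counts per library, limits tests of genes with few counts, but most macrophage genes were untested at levels below what this depth would give. The relation of Prf1 and Gzmb to natural killer cell markers was not run.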

Differences from the paper's values

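All tests on the authors' statistics were chosen after the data were seen, while the alternatives on the count table named here were set before the data were examined, apart from leaving out DMSO3-1 replicates 1 and 6, which was chosen after seeing the data. For Nt5e the paper shows a log2 fold change of about -4.5 in Fig. 4L, read by eye, and the count table gives 0.021. All 26 alternatives, run on the same counts, differ from the paper's value too (-0.30 to 0.11). Macrophage transcripts were nearly absent from the count table, so its values here and below cannot test the paper's values for TAMs. The authors' deposited table gives -4.49.

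The paper reports Cxcl9, Cxcl11, Prf1 and Gzmb as higher and Arg1 and Il4i1 as lower in DMBA3-4 TAMs. In the count table these genes had at most 11 counts in any library and none passed the exact permutation test after adjustment, the lowest adjusted p being 0.0682 for Cxcl11. Cxcl10 (4.81) changed in the paper's direction there and passed this test (adjusted p = 0.0195). Tgm2 (-0.48) was lower by edgeR (adjusted p = 0.0117, and 3.90e-04 to 0.0370 over the alternatives set before the data were examined), but not at a threshold of 0.01 or with a fold over 1.5 required as well, and it did not pass the exact permutation test after adjustment (0.123), nor edgeR without DMSO3-1 replicates 1 and 6 (0.0561). The authors' deposited table has all 9 genes in the paper's direction.

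The paper reports the phagosome pathway as enriched in DMBA3-4 TAMs. The phagosome list written here did not pass in the authors' deposited table (cameraPR, adjusted p = 0.313) or in the count table (camera, adjusted p = 0.203). The lists of MHC class II presentation, cytotoxicity and Toll-like receptor signaling passed in the authors' deposited table (cameraPR at a correlation of 0.01) and not in the count table (camera). MHC class II presentation did not pass in the authors' deposited table at a correlation of 0.05 (adjusted p = 0.0527), with fgsea (0.0505) or among genes with a mean normalized count of at least 20 (0.0717), while the other 2 lists did. With fry the count table has phagosome (adjusted p = 1.37e-04), Toll-like receptor signaling (1.59e-04) and MHC class II presentation (0.00278) up, and cytotoxicity down (9.12e-05). No other setting run on the count table called any of these 4 lists. The gene sets of the paper's GSEA were not used here, so the lists are not the paper's.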

Other observations

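The tests on the authors' statistics, of the count table's origin and of natural killer cells were chosen only after the result was seen, while the counts over other splits were planned.

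Cholesterol synthesis genes were lower in both tables. The authors' deposited table has 23 of 25 lower and 1 higher (the same adjusted over the list alone; cameraPR, adjusted p = 1.14e-40), with Hmgcs1, an early enzyme of the pathway, at -3.12 and Sqle, squalene epoxidase, at -3.44. By count, 21 of 24 were lower and none was higher, also adjusted over the list alone, with a median of -1.73 (camera, adjusted p = 1.24e-10, and adjusted p = 0.0411 with an estimated correlation). Hmgcs1 was there at 30.2 ± 9.81 CPM against 223 ± 18.3 CPM (SD, n = 6 each). Hypoxia and glycolysis genes were lower for 29 of 35 and higher for 2 in the authors' deposited table (29 and 3 adjusted over the list alone; cameraPR, adjusted p = 1.76e-22), with the lactate transporter Slc16a3 at -3.20. The count table has 15 of 31 lower and 5 higher, also adjusted over the list alone, with a median of -0.30 (camera, adjusted p = 0.0787, and fry down, adjusted p = 0.0357). By choices made after seeing the data, 16 of 32 were lower and 2 higher without DMSO3-1 replicates 2 to 5, with a median of -0.54. Without DMSO3-1 replicates 1 and 6, 12 of 32 were lower and 8 higher, with a median of -0.14. Matrix remodeling genes were lower for 15 of 23 and higher for 3 in the authors' deposited table, also adjusted over the list alone (cameraPR, adjusted p = 3.19e-07), and by count 11 of 18 were lower and 4 higher (11 and 5 adjusted over the list alone; camera, adjusted p = 0.227, and fry down, adjusted p = 4.62e-04). Without DMSO3-1 replicates 2 to 5 only 5 of 19 were lower and 3 higher (6 and 3 adjusted over the list alone), with a median of -0.26 against -0.60. Monocyte genes were higher for 11 of 20 and lower for 6 in the authors' deposited table, also adjusted over the list alone (cameraPR, adjusted p = 1.88e-06), with Ly6c2 at 8.75 and Plac8 at 8.91. The count table has 1 of 7 monocyte genes higher and 4 lower, also adjusted over the list alone, with a median of -0.52 (camera, adjusted p = 0.203, and fry down, adjusted p = 1.65e-04). This direction turned without DMSO3-1 replicates 2 to 5, where 3 of 9 were higher and 1 lower (3 and 2 adjusted over the list alone), with a median of 0.15, while 2 of 8 were higher and 4 lower without DMBA3-4 replicate 5.

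Genes past the test whose groups do not overlap and whose mean is at least 20 CPM, predicted genes left out, were ranked by log2 fold change with all 12 libraries of the count table. The 8 largest increases among them began with Cd34, at 155 ± 38.1 CPM against 0 CPM in all 6 libraries labelled DMSO3-1 TAM (SD, n = 6; at least 142-fold higher, against a floor of 3 counts per library). Ereg, Gas6, Stc1, Ccl5 and Tafa5 followed, with 130 to 439 counts per library against 0 to 2, and Gem and Ifi27l2a were at 8.17 and 8.01. Among the 8 largest decreases, Lmo1, Adgrl3, Penk, Otop1 and Cdhr1 had 141 to 1198 counts per library labelled DMSO3-1 TAM, 38 to 116 in DMBA3-4 replicate 5 and 0 to 1 in the other 5 libraries of its group, so that their size rests on replicate 5. Dock8 and Sorbs2 were at -5.01 and -4.77, and at -6.71 and -6.45 without that library. Epn1 was at -4.98, and at -1.69 without DMSO3-1 replicates 2 to 5, a choice made after seeing the data. Of these 16 genes, 14 had the same sign in the authors' deposited table, 9 of them past an adjusted p of 0.05, while Cd34 (-1.89, adjusted p = 1.96e-05) and Penk (1.13, adjusted p = 0.507) had the other sign there. For DMBA3-4 cancer cells in culture, not TAMs, the paper states that CCL5, CCL17, CXCL10 and osteoprotegerin were higher and M-CSF and osteopontin lower in the secretome. In the count table Csf1, which encodes M-CSF, was at 266 ± 18.8 CPM against 510 ± 126 CPM (SD, n = 6 each), a log2 fold change of -0.94 (standard error 0.14, adjusted p = 5.04e-05 from edgeR), and of -0.50 (adjusted p = 0.00382 from edgeR) without DMSO3-1 replicates 2 to 5, a choice made after seeing the data. Spp1, which encodes osteopontin, was at 1.02 (standard error 0.16, adjusted p = 5.32e-05 from edgeR). Tnfrsf11b, which encodes osteoprotegerin, had 4 to 24 counts per library against 0, and Ccl17 had 1 to 4 against 0 to 5. The authors' deposited table has Csf1 at 0.11 (adjusted p = 0.772), Spp1 at -1.34, Ccl5 at 7.7, Cxcl10 at 4.79 and Ccl17 at 6.59. Tnfrsf11b was at -2.20 there, without an adjusted p. The paper also reports less Csf1 RNA in DMBA3-4 cells and less CD155 on their surface. Pvr, which encodes CD155, was at -0.03 in the count table (adjusted p = 0.864 from edgeR) and at 0.15 in the authors' deposited table (adjusted p = 0.401).

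The count table holds few macrophage transcripts. Too few reads are argued against, since 1 of 20 macrophage core genes (Mertk) reached 10% of the count that the authors' deposited table would give, and Lyz2 had a median of 19 counts where 72162 were expected. These levels also argue against the authors' deposited table having been computed from this count table. So does the correlation of log2 fold changes by DESeq2 from the count table with those of the authors' deposited table. It was r = 0.631 across 8820 genes, which are not independent replicates. A candidate explanation is that the tables come from different libraries, as the samples listed beside the authors' comparison carry other names than the columns of the count table. RNA of non-hematopoietic cells may also account for it, as the fibroblast and epithelium lists together held 55.5 to 104 times the share of the macrophage core list, against 0.0433 times in the authors' deposited table. The sort for CD45 would remove such cells, but Ptprc, which encodes CD45, had 0 to 7 counts per library. No biological explanation was tested.

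Natural killer cell genes were higher beside Prf1 and Gzmb in the authors' deposited table. A lower purity that raises leukocytes and other cells alike is argued against, since the median of this list lay 4.13 above the nearer of the fibroblast and endothelium lists on the log2 scale, although a sort for CD45 would remove such cells. Natural killer cells in the sorted fraction are a candidate explanation, with 82.8% of the genes higher, although a sort for F4/80 would remove such cells, 14 of the 30 genes are also in the cytotoxicity list, and of the 4 most abundant Klrk1 (8.31), Klrb1b (1.22) and Nkg7 (8.43) were higher and Il18rap (-0.02) was not. A lower purity among leukocytes cannot be told apart from this. The interquartile ranges of 4 of 5 other leukocyte lists overlap that of the natural killer cell list (medians of 3.86 for T cells, 3.41 for conventional dendritic cells, 2.59 for B cells and 0.67 for monocytes, against 5.03), and that of neutrophils (median 1.37) does not. Rag1KO mice lack T and B cells, so the T cell and B cell lists cannot measure such cells. Only the conventional dendritic cell and monocyte lists then overlap. Expression of Prf1 and Gzmb by the macrophages themselves cannot be told apart either, since 24 natural killer cell genes were higher too and the authors' deposited table has no value per library. The difference in tumor clone stays open as an untested biological explanation.

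In 100 of 462 splits of the 12 libraries into 6 and 6, the real one included, the real split gave the most genes changed (6918, highest other 4317; 1 split as large). It also gave the most changed members of gene lists (293, highest other 149; 1 split as large). The other splits mix the groups, which raises the spread on each side. The libraries may also be technical, so chance differences between mice or tumors are not excluded by this count. The split with 4317 exchanges replicate 6 of both groups. For the 6 lists past camera, 25 splits gave as many and the highest other gave 8. The other splits that did held unequal numbers of the groups on each side, while splits with 3 libraries of each group on a side gave at most 5. Unequal splits carry part of the difference between the groups, so this count cannot decide about chance for the lists.

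Both tables share 11219 tested genes, of which 4150 were called in both and 3767 in the same direction. Of these, 1849 were higher and 1918 lower, where independent lists would give 840 and 894. Log2 fold changes fell with transcript length in both tables. Spearman's correlation was -0.308 over 11399 genes of the count table and -0.326 over 10036 genes of the authors' deposited table. Such a shared relation can raise the overlap, and its part in the overlap and in the calls was not tested. Epn1 was at 1.26 to 3.18 CPM in the libraries labelled DMBA3-4 TAM, at 7.53 and 6.91 CPM in DMSO3-1 replicates 1 and 6, and at 70.9 to 131 CPM in DMSO3-1 replicates 2 to 5.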
